# Chromosomal coordination and differential structure of asynchronous replicating regions

**DOI:** 10.1038/s41467-021-21348-4

**Published:** 2021-02-15

**Authors:** Britny Blumenfeld, Hagit Masika, Marganit Farago, Yishai Yehuda, Lamia Halaseh, Oriya Vardi, Rachel Rapoport, Rena Levin-Klein, Howard Cedar, Yehudit Bergman, Itamar Simon

**Keywords:** DNA replication, Epigenetics

## Abstract

Stochastic asynchronous replication timing (AS-RT) is a phenomenon in which the time of replication of each allele is different, and the identity of the early allele varies between cells. By taking advantage of stable clonal pre-B cell populations derived from C57BL6/Castaneous mice, we have mapped the genome-wide AS-RT loci, independently of genetic differences. These regions are characterized by differential chromatin accessibility, mono-allelic expression and include new gene families involved in specifying cell identity. By combining population level mapping with single cell FISH, our data reveal the existence of a novel regulatory program that coordinates a fixed relationship between AS-RT regions on any given chromosome, with some loci set to replicate in a parallel and others set in the anti-parallel orientation. Our results show that AS-RT is a highly regulated epigenetic mark established during early embryogenesis that may be used for facilitating the programming of mono-allelic choice throughout development.

## Abstract (web summary)

Most regions of the mammalian genome replicate both alleles in a synchronous manner, but some loci have been found to replicate asynchronously and the time of replication of each allele is different. Here the authors, by employing clonal mouse cells from a hybrid strain chart replication timing over the entire genome, using polymorphisms to distinguish between the paternal and maternal alleles.

## Introduction

The entire genome is divided into distinct ~1–2 Mb zones that replicate in an ordered and coordinated manner during S phase. Early replicating domains co-map with light chromosome G-bands, have a relatively open DNaseI-sensitive chromatin structure and carry many expressed genes. In contrast, late replicating domains are embedded within dark G-bands, are structurally less accessible and seem to house genes that are not normally transcribed^1^. In many cases, the activation of tissue-specific genes during development is accompanied by a local programmed change to early replication^2^, suggesting that there is a direct cause-and-effect connection between replication timing and gene expression and experiments in vitro provide some support for this idea^3,4^.

While most regions of the genome replicate both alleles in a synchronous manner, some loci have been found to replicate asynchronously, with one allele undergoing DNA synthesis early in S phase and the other replicating during late S^5–7^. This pattern is typical of imprinted gene regions, which are evidently set up during gametogenesis to replicate early on the paternal allele and late on the maternal, a pattern that is maintained during development and is then present in all somatic cell types^8^. A second type of asynchronous replication timing (AS-RT) pattern is characterized by cell heterogeneity with some having the maternal allele early replicating while in others, the orientation is reversed, with the paternal allele being early^7,9^. In this case, as well, the asynchronous (AS) replicating mode is set up early in development and is then preserved in all somatic cell types where the maternal/paternal orientation is often maintained in a clonal manner^6^. Many known genes and gene arrays are located in these AS-replicating domains, including those from the immune and olfactory systems, where this property is associated with monoallelic expression^9^. Indeed, in the case of the Igκ and Igμ gene arrays, it has even been shown that it is always the early replicating allele that is initially chosen for expression^7^.

AS-RT was first uncovered using FISH technology to visualize the generation of DNA strands at individual sites in the genome^10,11^. When assayed in S-phase nuclei, each locus can be visualized as a single dot prior to being copied, but as two hybridization dots following replication. Thus, for any given probe, the time of replication can be deduced from the number of nuclei having double dots. For most loci, the two alleles behave in a synchronous manner so that nuclei have either two single dots (one for each allele) or two double dots. The observation of many nuclei with one single and one double dot therefore indicates that one allele has already replicated while the other has not, suggesting AS replication. In a few cases, this allelic difference in replication timing has been confirmed by S-phase fractionation of BrdU-labelled DNA^6–8^.

Since this technology can only be applied at individual loci, it has not yet been possible to actually map all the AS regions in the genome. While several studies have employed genome-wide approaches for mapping replication timing, AS regions always remained undetected, since some cells replicate the maternal allele early while in others it is the paternal allele that is copied early, thus cancelling out these differences in a population of cells. In this paper, we solved this problem by employing clonal cells from a hybrid cross between C57BL6 (B6) and Castaneous (Cast) mice to chart replication timing over the entire genome, using polymorphisms to distinguish between the paternal and maternal alleles. These experiments have revealed hundreds of previously undiscovered asynchronously replicating sites, allowing us to characterize these regions, gain insight into the regulation of this phenomenon and decipher the structure-function relationship between replication timing and gene expression.

## Results

Although a number of studies have attempted to map DNA replication patterns on a genome-wide basis^12–15^, it has not been possible to detect all regions that replicate asynchronously, especially in those cases where there is a random distribution, with some cells replicating the paternal allele early while in others it replicates late. These regions can be identified at individual sites using a FISH assay, but it is hard to detect them using high throughput technology because, having both directions within the cell population, cancels out the differential replication-timing pattern. In order to overcome this problem, we generated F1 animals from a cross between B6 and Cast mice and isolated individual bone-marrow-derived pre-B cell clones for replication-time analysis (Fig. 1a). 

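Pre-B cells are precursors of B lymphocytes, here grown from bone marrow in IL-7, and a clone is a population grown from a single such cell. Replication-timing libraries were made from 4 F1 clones (E-5, 2, 3 and 8) and from pure Cast pre-B cells, with 3 replicates of each and 15 samples in all. The background label of the pure Cast samples names both strains, which disagrees with their titles, and the titles were followed. Cells were sorted into S and G1 phase, and the labels and the methods give about 10 M paired reads of 75 bp per library. The authors mapped the reads to mm9 and assigned them to the B6 or Cast allele by SNPs. They took the ratio of S to G1 reads in bins, then smoothed and interpolated it to windows of 100 kb. A likelihood-ratio test with false discovery rate correction compared the alleles at each window, with the 3 replicates of a clone in the same test. Regions that also differed between pure B6 and pure Cast cells were removed, and the regions of the 4 clones were combined. The processed data are this combined list, which gives for each AS region its chromosome, start, end and earlier-replicating allele. It holds no reads, timing values or scores and does not name the clone in which a region was found, so the depth behind each region is unknown and no error between replicates can be given. Every boundary lies on a 100 kb grid, so no size or gap is known more finely than that, and smoothing may make them less certain. Regions were counted, measured and compared as units, so each p-value describes this list of regions and not a sample of mice or clones. Genes and GC content were taken from the mm9 sequence and its GENCODE annotation (version M1).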

Since these strains can be distinguished by nearly 15 million SNPs^16^, it was possible to measure the replication time of each allele separately over almost the entire genome. Previous studies have shown that AS-replication-time patterns present in somatic cells are maintained in a clonal manner, thus insuring that all cells behave with the same replication-time properties^6,7^.

**Fig. 1:**
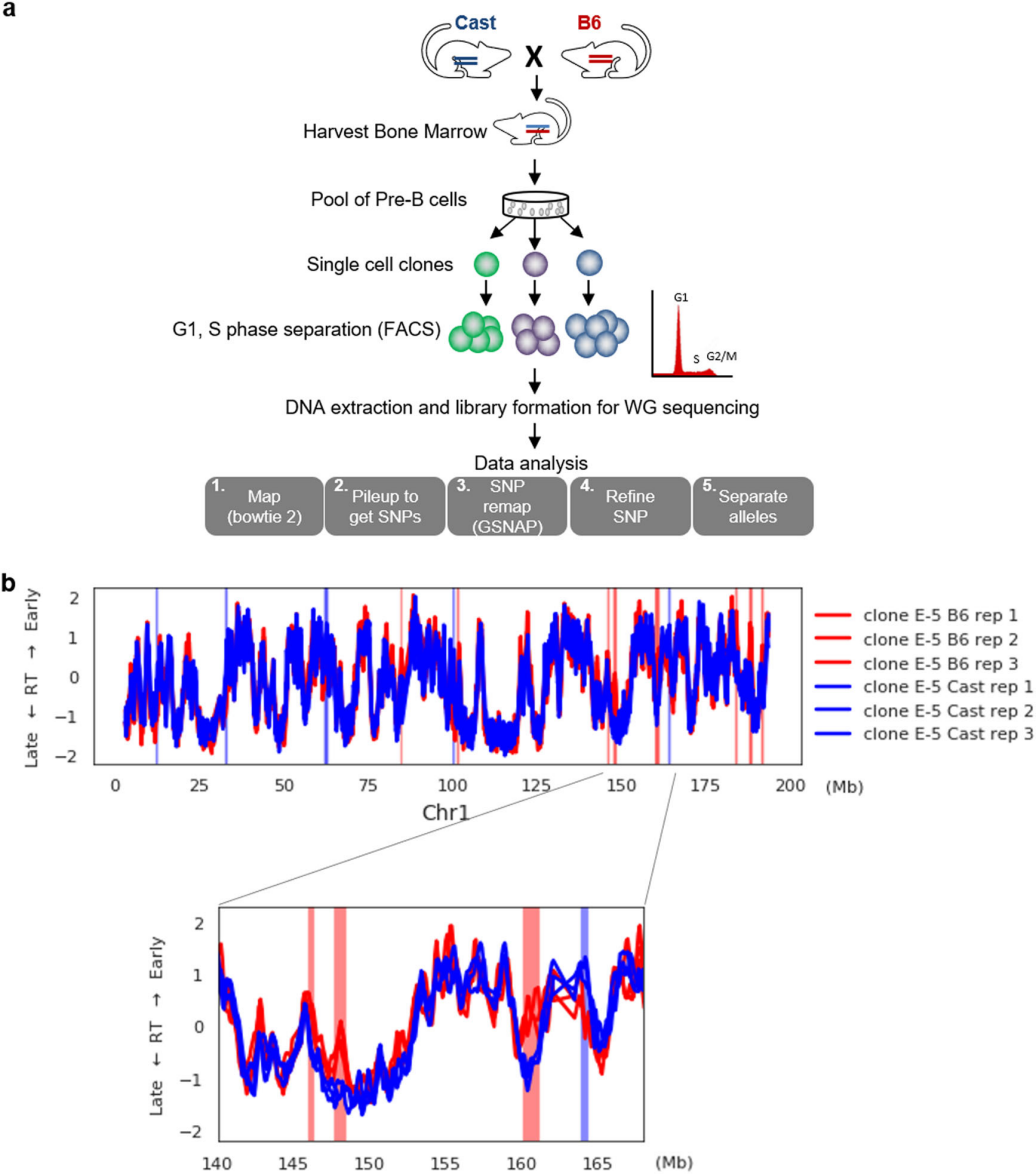
Whole-genome allele-specific replication-timing analysis. **a** Experimental design. **b** Replication timing (RT) of Cast (blue) and B6 (red) alleles (in clone E-5) on chromosome (Chr 1) for three individual replicates, with a magnified view of an ~25 Mb region. Relative replication time in S phase is on a scale from −2 (very late) to +2 (very early). Asynchronous regions are indicated by a red (B6 early) or blue (Cast early) stripe.

We used DNA-content^17,18^ for mapping the genome-wide replication-time (RT) profile in a single pre-B cell clone (E-5). We first identified SNPs by mapping sequencing results to the mm9 genome and these were then employed to assign the reads to alleles by remapping each read with GSNAP^19^ using the predetermined SNP file. With this methodology, we avoided reference mapping bias (see Methods). RT was mapped in triplicate from independent experiments and we then used the likelihood-ratio-test method to identify all genomic regions that show significant differences in RT between the two alleles. These results revealed 194 autosomal AS regions, with some of them showing earlier replication on the Cast allele while others had a reverse pattern with this allele replicating late in the cycle (Fig. 1b). Comparing these patterns to those seen in pure B6 or Cast cell lines, we noted that a number of AS sites were due to a genetic difference between the strains (Supplementary Fig. 1a). After removing these loci, we were left with 125 epigenetic AS regions. Since this experiment revealed many regions of the genome not previously identified as asynchronously replicating, we first tried to verify these sites by using an alternate assay. To this end, we carried out FISH analysis to measure single/double hybridization dots on 16 separate loci that showed differential replication by whole-genome analysis (Table 1). For all of these selected regions, a high percentage (>35%) of interphase nuclei were characterized by a single/double pattern, signifying that one allele replicates prior to the other. In contrast, synchronously replicating control regions showed this pattern in <23% of the nuclei, within the range of background level.

**Table 1:** Asynchronous replication timing by FISH analysis.

		SD (%)					SD (%)	
Chr	Bac name	Clone E-5	Clone C2	Clone B4	ES (V6.5)	MEF	YC	hChr
3	RP23-341D14	56 (*n* = 57)	58 (*n* = 31)	—	—	—		
3	RP23-235F22	45 (*n* = 95)	—	—	—	—		
3	RP23-317D10	51 (*n* = 60)	42 (*n* = 87)	—	50 (*n* = 109)	—		
3	RP23-115D3	42 (*n* = 90)	42 (*n* = 88)	—	43 (*n* = 108)	—		
4	RP23-439A9	54 (*n* = 55)	51 (*n* = 76)	38 (*n* = 96)	50 (*n* = 100)	40 (*n* = 102)	38 (*n* = 76)	6
6	RP24-100L23	59 (*n* = 117)	39 (*n* = 104)	47 (*n* = 104)	57 (*n* = 116)	58 (*n* = 68)		
8	RP24-318I18	58 (*n* = 78)	56 (*n* = 79)	40 (*n* = 87)	35 (*n* = 101)	52 (*n* = 106)		
4	RP24-83L7	52 (*n* = 96)	58 (*n* = 52)	—	45 (*n* = 103)	48 (*n* = 108)	50 (*n* = 103)	8
8	RP23-182L17	38 (*n* = 32)	—	41 (*n* = 92)	44 (*n* = 110)	47 (*n* = 103)		
16	RP23-326K16	53 (*n* = 76)	—	47 (*n* = 74)	42 (*n* = 96)	61 (*n* = 96)	50 (*n* = 79)	21
16	RP23-38D22	53 (*n* = 43)	57 (*n* = 65)	59 (*n* = 105)	50 (*n* = 112)	57 (*n* = 104)	44 (*n* = 89)	21
12	RP24-386G17	—	54 (*n* = 56)	47 (*n* = 103)	47 (*n* = 96)	47 (*n* = 101)		
12	RP23-13F5	46 (*n* = 103)	43 (*n* = 91)	47 (*n* = 105)	52 (*n* = 109)	52 (*n* = 65)		
12	RP23-333P23	52 (*n* = 57)	39 (*n* = 84)	—	—	—		
4	RP23-63H2	55 (*n* = 88)	—	—	—	—		
16	RP23-59I11	50 (*n* = 83)	—	—	—	—		
**6**	**RP23-68K13**	**23** (*n* = 81)	**10** (*n* = 109)	**18** (*n* = 100)	**12** (*n* = 108)	**21** (*n* = 95)	**23** (*n* = 104)	**7**
**13**	**RP24-353L13**	**15** (*n* = 100)	**11** (*n* = 100)	**13** (*n* = 97)	**18** (*n* = 101)	**10** (*n* = 106)		
**15**	**RP23-81A7**	**17** (*n* = 101)	**20** (*n* = 102)	**12**(*n* = 101)	**17** (*n* = 100)	**10** (*n* = 106)		

FISH was carried out in five mouse cell populations, hybrid clones E-5 and C2, C57BL/6 pre-B cell clone B4, ES cells-, and MEFs, as well as on human lymphoblasts (YC) using different BAC probes representing regions determined to be asynchronously or synchronously (bold type) replicating by whole-genome analysis. The *p* value for the difference between asynchronous and synchronous replication was 0.008 as determined using the one-sided Mann–Whitney test. The percentage of nuclei with a single/double pattern is recorded. Note that the human cells were assayed using probes syntenic to the corresponding mouse region. The human chromosomal location of these probes is also listed (hChr).

We next used this whole-genome approach to ask whether this same asynchronously replicating pattern is observed in other independently-isolated pre-B cell clones, as well. Results from three additional clones show extensive overlap between the AS regions detected in E-5 and the newly analyzed clones (Fig. 2a and b). While not all loci asynchronously replicating in one clone were necessarily found to be asynchronously replicating in the others (Supplementary Fig. 1b, c), quantitative analysis indicated that most sites detected in our assay showed some degree of differential replication timing between the alleles in other clones as well, although this difference did not always reach the threshold level required to be scored in the whole-genome assay (Fig. 2b). It thus appears that while there is some variability between clones, all 326 unique regions definitively identified by this method (Supplementary Table 1) demonstrate AS-replication properties in almost every clone tested. Furthermore, using FISH methodology, we could demonstrate that these regions have a significantly higher percentage (*p* = 0.008) of nuclei with a single/double pattern in all of the tested clones (Table 1), even when the genome-based method only revealed weak differential replication timing. 

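The combined list holds 399 AS regions, of which 331 lie on the 19 autosomes and 68 on the X chromosome. The autosomal regions cover 154.7 Mb, which is 6.26% of the 2472 Mb of autosomal sequence. Between 2 and 32 regions were listed per autosome, on Chr19 and Chr2. Some regions with the same early allele touch each other, and counting such neighbours as a single region gave 326 autosomal regions. The alternative that moved the number most was leaving out regions under 300 kb, after which 233 remained. From the replication-timing differences between clones, which the list does not hold, the paper proposes that the identified regions have AS-replication properties in almost every clone.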

Similar results were obtained using normal nonhybrid pre-B cells (B4), as well. Logarithmic regression analysis (using the nls R function) of our data (Supplementary Fig. 1c) indicated that, in total, there are no less than ~500 AS-replicating domains in the genome.

**Fig. 2:**
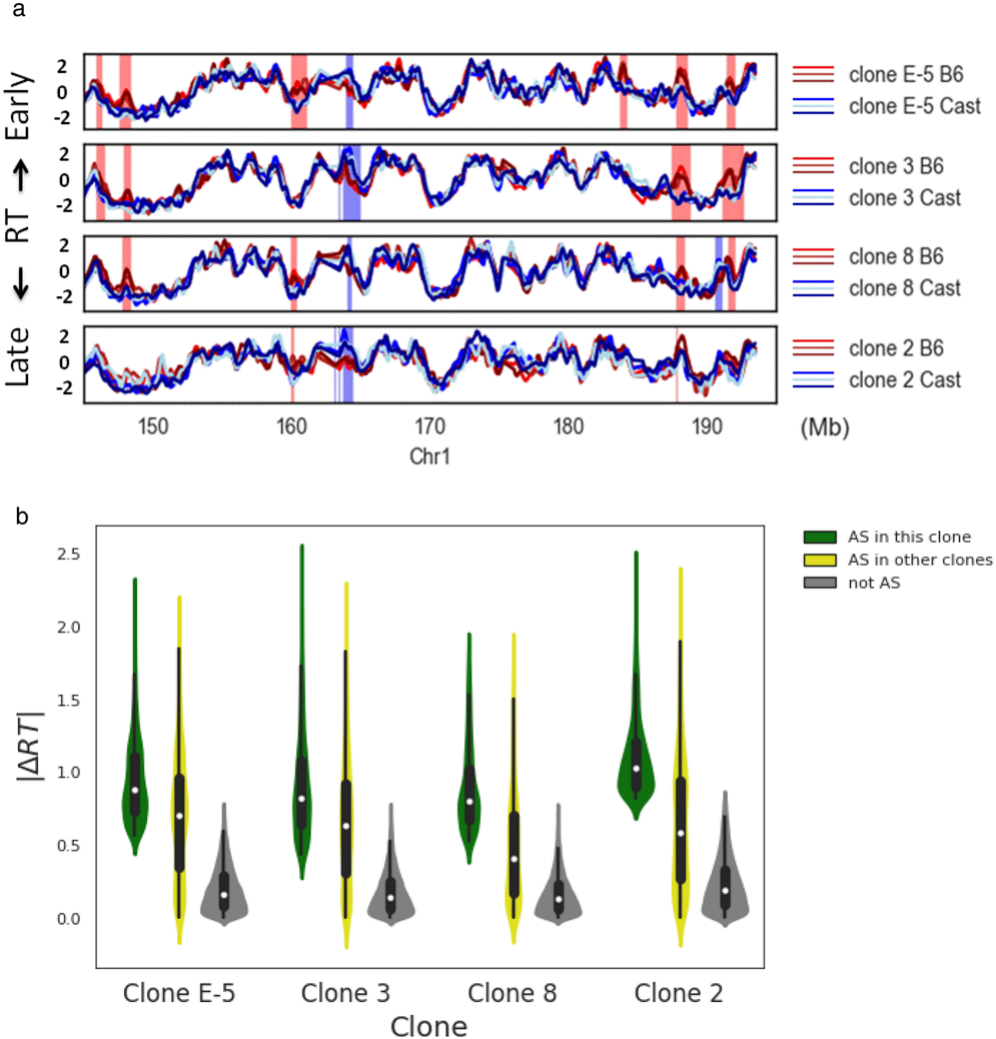
Comparison of AS-RT in pre-B cell clones. **a** Replication timing (RT) of the B6 (red) and Cast (blue) alleles (three replicates) on Chr1 for different pre-B-cell clones. Asynchronous regions detected in each clone are marked by red (B6 early) or blue (Cast early) stripes. **b** Violin plots showing allelic replication-timing differences (|∆RT|) for both the B6 and Cast early regions on all chromosomes for a given clone (green). This is compared to |∆RT| in the same clone for asynchronous detected only in other clones (yellow) or for regions of the genome that were never detected as being asynchronous (grey). Each box shows the quartiles of the dataset while the whiskers extend to show the rest of the distribution, except for points that are determined to be outliers (>upper quartile +Iqr*1.5 or <lower quartile −Iqr*1.5). The number (n) of points included in each box ranged from 900–2000 for the AS loci and 13,000–22,000 for the non AS loci.

All AS-replicating regions found until now, regardless of the cell type in which they were originally identified, demonstrated this same pattern in other somatic cell types as well as in embryonic stem cells (ES). In order to determine whether the regions detected in our genome-wide assay are also AS-replicating in other cell types, we used FISH to examine both ES cells and MEFs at a number of different sites (*n* = 11) located on a variety of chromosomes (Table 1). This analysis indicated that these regions behave similarly to standard AS-replicating markers. Furthermore, this phenomenon was also detected in human syntenic chromosomal regions chosen at random (Table 1). In each case, the number of nuclei showing a single/double hybridization pattern was significantly (*p* < 10^−4^ Wilcoxon rank-sum test) different than the synchronously replicating control. While these data clearly support the idea that AS-RT is set up very early in development^7,8,20^, the mechanism for this is not understood, although there is evidence that the histone modification pattern at replication origins may play a role^21,22^.

It has recently been shown that it is possible to measure whole-genome replication timing in single cells^23,24^. Although these authors did not attempt to identify random AS-replication regions, we have taken advantage of a subset of their data obtained from two-strain hybrid cells^23^ to mine information on this phenomenon by scoring S-phase cells for the presence of one replicated and one unreplicated allele in a manner similar to single/double dots in the FISH assay. In this manner we were able to show that the set of AS-replicating regions mapped in our experiments is enriched (*p* < 10^−66^; Chi square test) for asynchrony in their data (Supplementary Fig. 2a), with some replicating the paternal allele early and others, the maternal (Supplementary Fig. 2b). These data thus serve to validate our genome mapping results in a nonclonal population obtained from a completely different cell type.

### Characterization and expression of AS-RT regions

As a first step in characterizing the newly found AS regions, we tested them for known genomic features. In general, they were found to replicate relatively late in S phase (Supplementary Fig. 2c), have relatively high long interspersed nuclear element (LINE) and low short interspersed nuclear element (SINE) densities (Supplementary Fig. 2d). These features are characteristic of late replication-time domains^25,26^. Further analysis revealed that these regions are also associated with late replication-time epigenetic features such as enrichment for the B compartment^27^, lamin associated domains (LADs) and lower gene expression levels (Supplementary Fig. 2).

Previous studies have demonstrated that AS-replicating regions may be associated with specific gene sets that are expressed monoallelically, such as the olfactory receptor genes in nasal epithelium or immunoglobulin genes in the immune system^5,9,28^. On this basis, we next asked whether these genomic asynchronously replicating regions are also enriched for monoallelic transcription units. To this end, we analyzed RNA-Seq data from B6/Cast pre-B cell clones^29^ and scored the presence of all transcripts measured from each allele. As shown in histogram form (Fig. 3a), as opposed to most regions in the genome, expression in these AS domains is highly skewed to one allele over the other and this can be observed in many specific examples, as well (Fig. 3b and Supplementary Fig. 3a).

**Fig. 3:**
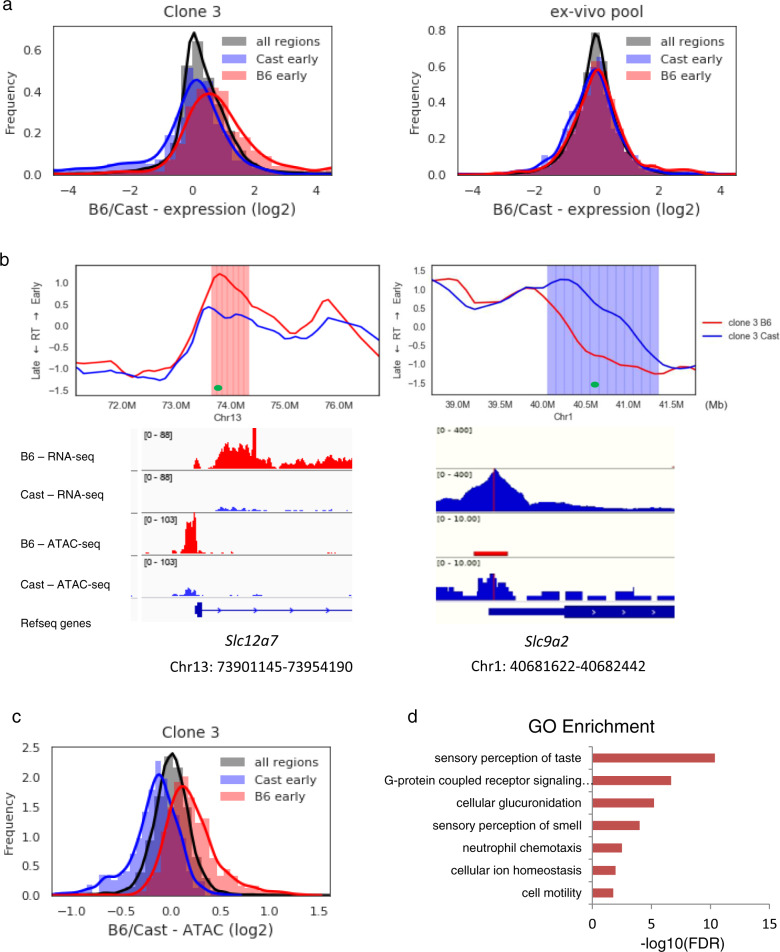
Characterization of AS-replicating regions. **a** Distribution plot for expression ratio of Cast early (blue) and B6 early (red) regions (p for difference <10^−45^; one-sided *t*-test) based on allele-specific RNA-Seq data from clone C3 (left) or from an ex-vivo pool of pre-B cells (right). **b** IGV track depicting gene-specific RNA-Seq coverage and ATAC profile for the B6 (red) and Cast (blue) alleles from two different asynchronously replicating regions in clone C3. The AS-RT replication patterns are shown above each example. *Slc12a7* is in a B6 early region, while *Slc9a2* is located in a Cast early replicating region, as determined by whole-genome analysis. **c** Distribution plot of ATAC-seq ratios (*p* < 10^−98^; one-sided *t*-test). **d** Gene ontology bar plot of asynchronously replicating regions.

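The replication-timing list places both genes inside AS regions, although it does not show which clone each region came from. Slc12a7 (ENSMUSG00000017756.7) lies on Chr13 of mm9 from 73870542 to 73954191, on the + strand. The whole gene, 83.65 kb long, is inside a B6 early region of 700 kb, from 73650001 to 74350000, which has a GC content of 46.4% and overlaps 18 protein-coding genes. Slc9a2 (ENSMUSG00000026062.7) lies on Chr1 from 40738557 to 40825730, on the + strand. All of its 87.2 kb is inside a Cast early region of 1300 kb, from 40050001 to 41350000, with a GC content of 42.7% and 11 protein-coding genes. The window printed for Slc9a2 in Fig. 3b does not overlap the gene on mm9, so the build of that window is not known. The RNA-Seq and ATAC-Seq data drawn with these genes were not analysed here.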

Regions in which the Cast allele replicates earlier than the B6 allele, are transcribed preferentially (*p* < 10^−45^; *t*-test) from the Cast allele and the opposite was true for regions in which the B6 allele replicates at the earlier time, even though many of the RNAs do not represent actual gene transcripts. As expected, skewing was not observed where RNA-Seq was carried out on an ex-vivo B6/Cast cell pool (Fig. 3a). It is likely that this allele-specific expression is due to differential chromatin structure. Indeed, using ATAC-Seq to profile accessibility, our analysis indicated that the early expressed allele is in a more open configuration than the corresponding late allele (*p* < 10^−98^; *t*-test) in all cases (Fig. 3c). Interestingly, gene-specific differential ATAC peaks were observed within AS-replicating regions, even when the specific gene was not expressed (Supplementary Fig. 3b), suggesting that these regions maintain structural signatures independent of transcription.

Based on a small number of previously identified AS-replicating regions in the genome, it appeared that these regions are enriched for genes involved in cell interactions with its outside environment, such as olfactory receptors, immunoglobulins and other receptors located in the immune system^5^. Having a genome-wide map of AS regions, however, now allowed us to examine this question in a more general manner. 

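The positions of 4 gene families named in Supplementary Fig. 3d were compared with the 331 autosomal AS regions by circular-shift permutation tests, in which the regions were moved together along each chromosome 10000 times. The tests were one-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 4 families. These families come from the paper's own table of genes in the same AS regions, so the tests are not independent evidence of enrichment, and the adjustment does not account for that choice. The shifts used whole chromosomes, because the list does not show which windows could have been tested. Of the 35 annotated Tas2r bitter taste receptor genes, 25 overlapped an AS region, against 2.26 on average after shifting (permutation test, adjusted p = 0.0008). These genes lie in 3 regions. On Chr6, 6 of them are in a Cast early region from 131550001 to 131750000 and 18 in a Cast early region from 132550001 to 133050000. On Chr15, Tas2r119 is in a B6 early region from 31850001 to 32550000. Of the 12 Cxcl chemokine genes, 5 overlapped a region (0.852 after shifting, permutation test, adjusted p = 0.0956), all in a Cast early region on Chr5 from 91050001 to 91550000. All 9 Ugt1a genes overlapped a single B6 early region on Chr1 from 89950001 to 90250000 (0.733 after shifting, permutation test, adjusted p = 0.0956). These genes form 1 run, and 9 of 9 is the largest possible count. Its unadjusted p was 0.0717 (permutation test), so this test could not have passed the threshold and does not speak against enrichment. Of 1081 Olfr olfactory receptor genes, 97 overlapped 7 regions (68.5 after shifting, permutation test, adjusted p = 0.193), and 64 of them are in a B6 early region on Chr2 from 88650001 to 90150000. The alternative that moved these results most, chosen after seeing the data, counted each run of family genes within 1 Mb once. It left 2 of 6 Tas2r runs in AS regions, against 0.542 after shifting (permutation test, adjusted p = 0.18), and no family past the threshold.

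**Figure D1:**
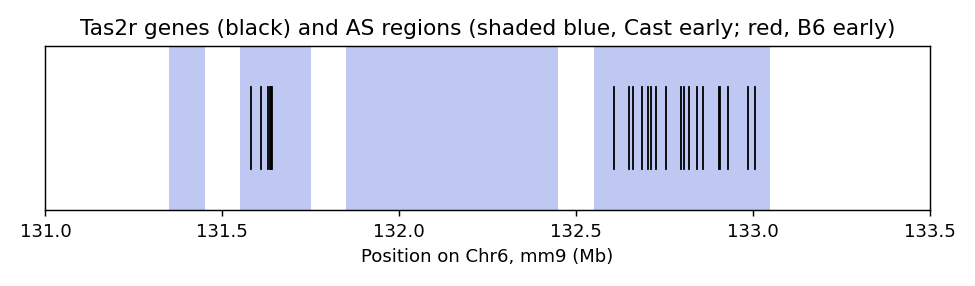
Positions of Tas2r genes and AS regions on Chr6 from 131 to 133.5 Mb of mm9. Each black line is the midpoint of a Tas2r gene and shading marks an AS region (blue, Cast early; red, B6 early). The 24 genes lie in 2 of the 4 Cast early regions of this window, and no B6 early region is listed in it.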

Using a gene ontology (GO) search to characterize these regions, additional gene categories including taste (gustatory) receptors, chemotaxis and cell motility were identified (Fig. 3d). Furthermore, analysis of RNA-Seq data from pre-B cell clones indicates that many of these genes are indeed expressed monoallelically (Fig. 3b and Supplementary Figs. 3a, c), suggesting that AS-RT may actually play a role in this process.

### Chromosomal coordination of AS-RT regions

Several studies have attempted to determine the relationship between asynchronously replicating regions on the same chromosome. FISH analysis of select probes suggested that the majority of AS loci on any given chromosome always replicate in the same orientation^30,31^, with only a few exceptional sites having an opposite pattern^32,33^. The identification of many new AS-replicating loci by our genome-wide analysis (Fig. 2), however, has now made it possible to obtain a comprehensive site-orientation map for every chromosome in the cell (Fig. 4a). In contrast to what was expected from previous studies, it now appears that almost all chromosomes have some loci in one orientation, with early replication on the maternal allele and a relatively equal number of other loci replicate in the opposite orientation, with the early allele being on the paternal copy. This pattern could have easily been missed in previous studies that examined only a small number of loci (*n* = 2–4) on each individual chromosome^29,30^.

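Of the 331 autosomal AS regions, 202 were Cast early and all others were B6 early. The Cast early share was 61.0% (95% Wilson interval 55.7 to 66.1%), which differed from equal numbers (p = 7.12e-05, exact two-sided binomial test). Such intervals cover counting error only, and the test treats regions as independent. In simulated lists with strongly parallel neighbours and no excess of either orientation, it passed the threshold in 21.5% of lists. Leaving out regions under 500 kb, an alternative chosen after seeing the data, moved this share most towards equality, to 54.0% of 137 regions (p = 0.393, exact binomial test). In the combined list, all 19 autosomes held regions of both orientations, and 18 held at least 2 of each. Whether this holds within each clone could not be examined, because the list does not name the clone of a region. Cast early regions were more numerous on 14 autosomes, B6 early regions on 3, and 2 had equal numbers. Tested chromosome by chromosome with the exact binomial test, the orientations were unequal at an unadjusted p under 0.05 on 2 autosomes. Chr6 had 19 Cast early and 4 B6 early regions (exact p = 0.0026, adjusted p = 0.0494 over 19 autosomes). This adjusted p is just under the threshold. The Cast early regions of Chr6 from 73350001 to 73650000 and from 73650001 to 73950000 touch and were counted separately. The tests of single autosomes were not repeated with touching regions merged, so the result for Chr6 may depend on this choice. Chr8 had 10 Cast early and 2 B6 early regions (exact p = 0.0386, adjusted p = 0.366). On Chr5 the order was opposite, with 7 Cast early and 13 B6 early regions. A difference between autosomes in the share of each orientation was not detected (p = 0.195, permutation test of the chi-square statistic). From the presence of both orientations on the same chromosomes, the paper proposes that AS loci on a chromosome do not all replicate in the same orientation, and states that earlier studies of few loci per chromosome could have missed this.

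**Figure D2:**
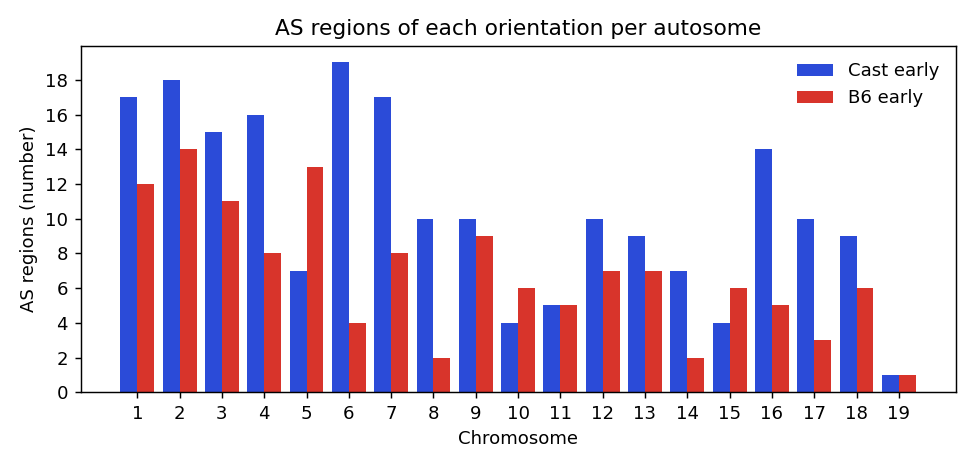
Number of Cast early (blue) and B6 early (red) AS regions on each of the 19 autosomes. Both bars are present on every autosome, and the largest difference is on Chr6, with 19 Cast early and 4 B6 early regions.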

**Fig. 4:**
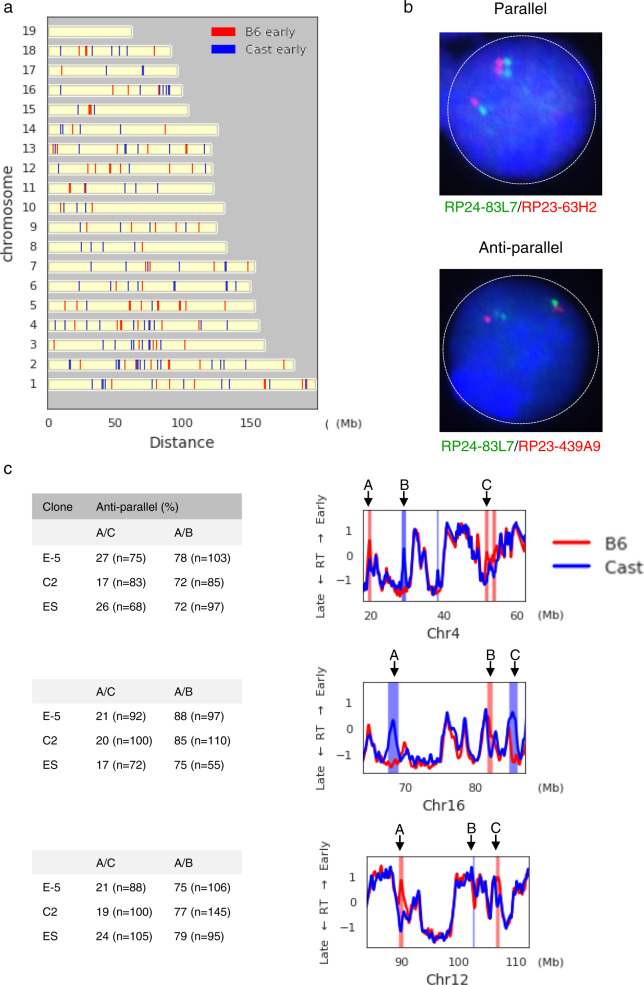
Orientation of asynchronous replication regions. **a** Whole-genome chromosome map of all AS-replication regions’ orientation (Cast early, blue; B6 early, red). **b** Representative double-label FISH images showing nuclei with single/double hybridization patterns for two probes on the same chromosome. Probes R-83L7 and RP23-63H2 show a parallel pattern of hybridization with both double signals on the same allele (top), while probes RP24-83L7 and RP23-439A9 show an antiparallel pattern with each allele carrying one single and one double hybridization signal (bottom). **c** Comparison of asynchronous region pairs (A/B or A/C) on three different chromosomes (Chr16, Chr4, Chr12) using double-label FISH as shown in **b**. Table shows the percent of single/double nuclei with antiparallel allelic replication patterns. The position of regions A, B, and C for each chromosome is shown on the adjacent replication-time (RT) maps (right) derived from clone E-5. All measurements were carried out on two independent pre-B cell clones and in ES cells. The maximum *p* value for all cases was <2 × 10^−4^ as determined by the two-tailed binomial test. BAC probes used in this experiment were as follows: Chr16 (A = RP23-38D22, B = RP23-326K16, C = RP23-59I11); Chr4 (A = RP24-83L7, B = RP23-439A9, C = RP23-63H2); Chr12 (A = RP23-13F5, B = RP24-386G17, C = RP23-333P23). *n* = number of cells counted in each clone.

In order to verify this pattern of parallel and antiparallel asynchronous replication orientation (see below), we adopted a pairwise FISH strategy to examine individual loci in the same pre-B cell clones that had been subject to whole-genome analysis (Fig. 2). To this end, we first carried out FISH on nuclei from clone E-5 using individual fluorescent probes for two different loci on a single chromosome and then identified cells exhibiting a single/double pattern for both sites. If both loci have the single (late replicating) signal on the same chromosome, this indicates that these loci replicate in the same orientation, both undergoing early replication on the same allele (parallel coordination). In contrast, if nuclei have the opposite pattern, with the single signal of one locus being on the same allele as the double signal of the other locus, this suggests that the two asynchronously replicating sites do so in an opposite orientation (antiparallel coordination) (Fig. 4b).

We first selected three specific regions on Chr4 that had been identified by genome-wide analysis of clone E-5 (Fig. 4c). 

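The regions drawn as A, B and C on Chr4 were matched to the combined list by their positions on the axis of Fig. 4c. Region A is B6 early and spans 700 kb of mm9, from 19550001 to 20250000, with a GC content of 39.6% and 7 protein-coding genes. Region B, 8.4 Mb from A, is Cast early and spans 1100 kb from 28650001 to 29750000, with a GC content of 37.2% and 1 protein-coding gene. Region C is B6 early, like A, and lies 31 Mb from it. It spans 900 kb from 51250001 to 52150000, with a GC content of 37.3% and 1 protein-coding gene. In the list A and C are therefore parallel, and A and B antiparallel.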

Regions A and C were found to undergo asynchronous replication in a parallel orientation. In keeping with this, FISH analysis using probes for these regions (RP23-63H2 and RP24-83L7) showed a parallel pattern (Fig. 4c). In contrast, pairwise analysis of regions A and B on this same chromosome showed an antiparallel pattern, consistent with the observation that these two regions undergo antiparallel replication timing. Similar results (Fig. 4c and Supplementary Fig. 4) were obtained using probe-sets representing parallel and antiparallel regions on other chromosomes (3, 8, 12, and 16). 

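The pairs on the other chromosomes were matched to the list in the same way. On Chr16, region A (67650001 to 69050000) and region C (84850001 to 85950000) are Cast early and 15.8 Mb apart, and region B (81750001 to 82450000) is B6 early and lies 12.7 Mb from A. Regions A and B of this chromosome overlap no annotated protein-coding gene, while C overlaps 5. On Chr12, region A (89650001 to 90450000) and region C (106450001 to 107050000) are B6 early and 16 Mb apart. Region B of Chr12 (102450001 to 102750000) is Cast early, lies 12 Mb from A and, at 300 kb, is the shortest of the 13 regions drawn on the 5 chromosomes. On Chr8, region A (40350001 to 41350000) is Cast early and region B (42850001 to 43350000) is B6 early, only 1.5 Mb away. On Chr3, region A (101150001 to 101950000) is B6 early and region B (49450001 to 50350000) is Cast early, at a distance of 50.8 Mb. GC content ranged from 35.9% in region A of Chr16 to 47.5% in region C of Chr12. The FISH counts for these pairs were not analysed here.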

Taken together, these findings yielded results completely consistent with whole-genome replication-timing analysis showing that both parallel and antiparallel asynchronous replication exists on all tested chromosomes (Fig. 4 and Supplementary Fig. 4).

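Along the 19 autosomes, the list contains 312 pairs of neighbouring AS regions, of which 181 have the same early allele (parallel) and 131 have opposite early alleles (antiparallel). The list combines 4 clones without naming them, so the regions of a pair may come from different clones. Parallel and antiparallel therefore describe the combined list and not a single clone or cell. The parallel share was 58.0%, against 53.0% when early alleles were permuted within each chromosome (p = 0.0475, two-sided permutation test). It stayed past the threshold in 10 of 27 alternatives. With touching regions of the same early allele merged it was 57.3% (p = 0.0827, permutation test). The parallel share depended on distance. Among pairs at most 200 kb apart, 32 of 37 were parallel. Among the 82 pairs at most 1 Mb apart, 73.2% were parallel (p = 0.00025, same permutation test). Among the 230 pairs more than 1 Mb apart, 52.6% were parallel, against 52.9% after permutation (p = 0.942, permutation test), so that an excess of parallel pairs was not detected at these distances. Merging regions of the same early allele within 1 Mb moved the overall share most, to 48.0%, since it removes parallel pairs by its construction. At 2 sites regions of opposite orientation touch. On Chr2 a B6 early region that starts at 112950001 meets a Cast early region at 113150000, and on Chr16 region B of Fig. 4c meets at 82450000 a Cast early region that ends at 83250000.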

Previous studies have shown that most AS-replicating regions can be early replicating on the maternal allele in some cells, but on the paternal allele in others and it has been demonstrated that these epigenetic states can switch from one to the other in both embryonic and adult stem cells^20^. In contrast, the AS-replication orientation of each locus appears to remain fixed in individual clonal populations of somatic cells, and it is indeed this property that allowed us to measure genome-wide AS replication. Surprisingly, we obtained very similar locus orientation maps in independent pre-B cell clones isolated from B6/Cast mouse bone marrow (Fig. 2a and Fig. 4c). It is very likely that this resulted from growth selection occurring during the process of cloning hybrid cells in vitro. As compared to B6, the Cast genome has many deletions and some of them are very large^16^. Thus, a monoallelic pattern in these regions could clearly generate cells that are completely lacking the expression of important genes, thus bringing about selection for particular replication-timing directions and elimination of others. A similar phenomenon is associated with X inactivation in females carrying deletions or mutations on this chromosome^34^.

To reaffirm that for any given locus some cells replicate the maternal allele early while in others it is the paternal allele that replicates early, we isolated a bone-marrow-derived pool of B6/Cast pre-B cells and measured replication timing of select loci using two-color FISH, with one probe detecting the AS locus and the other, specific for deletions present in the Cast genome, used for identifying the parental allele^6,20^. This experiment showed that for each locus, some cells have the paternal allele early, while in others it is the maternal, clearly indicating that both orientations exist in this mixed population (Fig. 5a). Similar results were obtained using a pool of pure B6 pre-B cells (marked with a deletion in the *Tcrβ* locus on Chr6) (Fig. 5b). We then succeeded in isolating single-cell-derived clones from this pure B6 population (carrying nonbiased identical alleles) and were able to identify two individual clones that demonstrate an opposite orientation for each probe tested on chromosome 6 (Fig. 5b), consistent with the genomic analysis of these sites. This concept was also confirmed independently using data mined from single-cell replication-time analysis in hybrid strains^23^ showing that any given allele replicates early in some cells and late in others (Supplementary Fig. 2b).

**Fig. 5:**
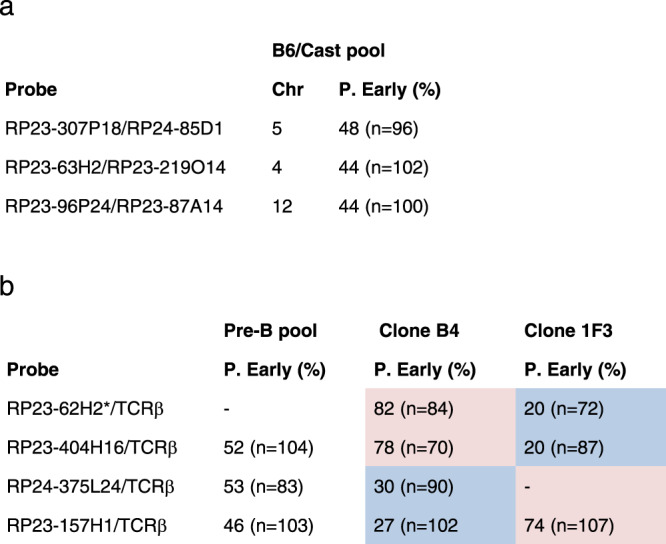
Asynchronous replication orientation. Double-label FISH analysis was carried out on a pool of B6/Cast pre-B cells (**a**), as well as a pool of pure B6 pre-B cells carrying a large *Tcrβ* deletion on the paternal allele of Chr6 and two individual clones (B4 and 1F3) isolated from this population (**b**). In each FISH experiment, one fluorescent probe (listed first) was specific for an asynchronous replicating region, while the second probe (listed second) was used to specifically detect the nondeleted maternal allele using either the *Tcrβ* probe on Chr6 or probes specific for regions naturally deleted on the Cast allele (paternal). Nuclei with single/double signals were selected and counted to determine the percentage having an early paternal allele (double). The *p* value for pools was >0.1 and for specific clones, <10^−4^ as determined by the two-tailed binomial test. Paternal early (red background) or maternal early (blue background) are marked. The first two probes and the last two probes are located in regions determined by whole-genome analysis to be antiparallel. (*) Note that this is the probe for the olfactory receptor region on Chr6.

These experiments, involving multiple parallel and antiparallel probes in two complementary clonal populations, strongly suggest that there may actually be a fixed relationship between AS loci on any given chromosome. To verify that this indeed is the case, we carried out pairwise FISH analysis to determine the relative orientation of multiple probes on a given chromosome in a number of different nonclonal cell populations, including fibroblasts (MEF), T lymphocytes and ES cells (Fig. 4c and Supplementary Fig. 4). In all cases, the orientation relationship between multiple probes on three different chromosomes was identical to that seen in the original pre-B cell clones (Fig. 4). Strikingly, we were also able to confirm this general rule by demonstrating that two individual probes located within a syntenic region on Chr 21 in human lymphoblast cells maintain this exact same pattern (Supplementary Fig. 4c). It should be noted that all of these examples represent a mixture of cells with opposite orientation at each AS site. Thus, even though the orientation of each individual locus is not identical in every cell, its relationship to other loci on the same chromosome is fixed, being either parallel or antiparallel (Fig. 6).

**Fig. 6:**
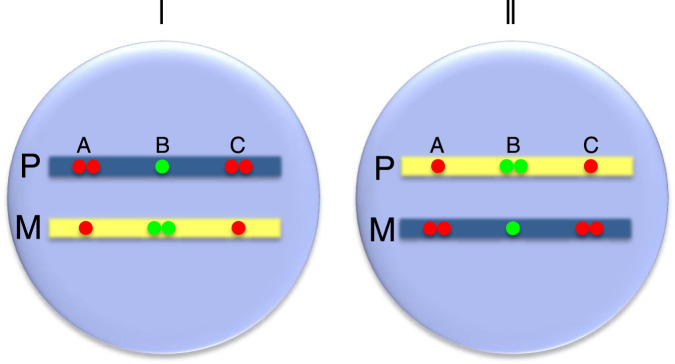
Orientation of asynchronous regions. All cells are in one of two states (I or II), Paternal (P, blue), Maternal (M, yellow). Probes A and C replicate in a parallel manner, with both being early on the same allele, while probes A and B always replicate in an antiparallel manner both in cell I and cell II.

It was previously shown that gene families from the immune (e.g., immunoglobulins and interleukins) and olfactory system are asynchronously replicating in human cells in a manner similar to those in the mouse genome^30^. Our studies (Table 1) now indicate that this replication-time homology may extend to many additional syntenic regions of the human genome. Indeed, every tested homologue of AS loci identified by our genome-wide replication assay in mice was shown to replicate asynchronously in human cells, as well. Furthermore, in at least one case, we demonstrated that two loci with an antiparallel orientation pattern in mouse, retains this same orientation in its human syntenic region, as well (Supplementary Fig. 4c). This suggests that there may be a common program for setting up the AS-RT landscape in both organisms.

## Discussion

A small number of random AS regions have been previously detected by FISH analysis of interphase nuclei from S-phase cells where one can actually visualize local chromosome replication by counting the number of alleles detected by hybridization to specific probes. In this paper, we have taken advantage of hybrid B6/Cast mice to map the genome-wide random AS-RT landscape in pre-B cell clones. Using strict criteria to detect asynchrony, we were able to identify many new regions, thus greatly expanding and enriching our knowledge of this phenomenon. It has been noted that the FISH assay is dependent not only on the timing of DNA synthesis, but also on visual segregation of the newly replicated alleles. Indeed, there have been several reports on individual loci that show only minimal differences in the actual time of DNA synthesis despite a clear-cut asynchronous FISH pattern^35–38^. In addition, there is a question of the significance of AS replication in terms of understanding how this might impinge on chromatin structure and function.

Our results have helped resolve some of these issues. By taking into consideration the full complement of AS regions identified by whole-genome analysis, it appears that the degree of differential DNA synthesis timing between the alleles is somewhat variable between clones. Nonetheless, they are always found associated with a profile of differential chromatid segregation, as revealed by FISH analysis and this structural manifestation is seen in all cell types tested. It should be noted that if the degree of differential DNA synthesis timing is low, it may not register as being above the threshold for detection by low-resolution cell cycle assays. This may explain why AS-replicating domains previously identified by FISH (e.g. olfactory and immune system receptor regions, as well as imprinted loci) were not necessarily detected by our^5^ or previous^12,13^ whole-genome analyses and only registered small differences in standard cell-fractionation based DNA replication-timing assays^7,8^. The fact that differential segregation timing between the two alleles (FISH) is a major component of this phenomenon, strongly suggests that there must be underlying structural differences between the two alleles. Our studies support this idea by showing that there is indeed a clear-cut global difference in allele accessibility at these loci. In light of these findings, we suggest using the term “Random Asynchronous Chromosome Replication Timing” (RACRT) to describe this phenomenon.

In an attempt to understand the functional significance of these domains, we integrated RNA-Seq on the B6/Cast clones analyzed in this paper, using the many polymorphic differences between the two strains in order to identify the allelic source of each transcript. Expression of transcripts within the AS domains was highly skewed to the early replicating allele, in keeping with the finding that this same allele is also in a more open chromatin configuration (ATAC). This is consistent with previous work on individual loci^6,7,13,39^. It should be noted that the pattern of AS replication is set up very early during embryogenesis^7,40^ and is then maintained in all cell types of the organism. This suggests that allele-specific structures are initially generated by recognition of their target loci in a manner that is independent of RNA transcription (Supplementary Fig. 3b). Thus, RACRT represents a sophisticated general genome-wide mechanism to dictate monoallelic expression in many different somatic cell types on the basis of preset differential structural features that determine which allele is preferentially targeted by the transcription machinery^41–43^. Thus, while the general relationship between early RT and gene expression is complicated by the fact that other parameters may contribute to transcription regulation, in the case of AS-RT, this cis acting mechanism probably plays a more dominant role, since both alleles are equally exposed to transcription factors. Nonetheless, there is evidence that there may also be trans-acting mechanisms for generating sites of monoallelic expression at other loci^43^.

These results add to the growing list of findings suggesting that RACRT plays a causal role in allelic choice. First, evidence in vivo^7,40^, as well as in ES cells^20^ has shown definitively that this allele-differential mark is established very early in development, prior to the appearance of monoallelic expression in somatic cells. Furthermore, it appears that differential chromatin accessibility is also set up independently of expression, as indicated by the observation that it is present even in cell types that do not have active transcription at these loci (Supplementary Fig. 3). Finally, it should be noted that direct nuclear injection experiments demonstrate that DNA undergoing replication in early S phase is differentially packaged into open chromatin and expressed, as opposed to the inactive state observed for this exact same template when it undergoes replication in late S^3,4^. While these experiments may not constitute formal mechanistic proof for a causal role of RACRT in the generation of monoallelic expression, it certainly provides very strong support for this idea.

AS-replicating regions of the genome, as detected by FISH, have been shown to harbor a variety of gene arrays mostly coding for receptor-like proteins that are used for cell–cell or cell–environment interactions, such as those associated with the immune system, the olfactory system and a variety of cytokine-like genes^5^. Genome-wide bioinformatics analysis has allowed us to expand this list by highlighting the gustatory system as well as genes involved in chemotaxis and cell motility. Indeed, examination of expression patterns in our pre-B-cell clones indicate that chemotaxis genes may also be transcribed monoallelically (Supplementary Fig. 3c). These findings provide additional support for the idea that AS-replication regions are part of a mechanism for generating cell-interaction diversity by bringing about monoallelic expression in individual cells^41,44^.

With the physical mapping of genome-wide AS sites, it has now become possible to investigate the regulatory rules that govern this process. Our results have already answered one of the key questions by clearly demonstrating that in any given cell, each chromosome carries sites that replicate with the paternal allele early together with sites that replicate in the opposite direction, with the maternal allele early. Using a pairwise FISH assay to examine separate loci on a single chromosome, we have shown that there is a fixed relationship between any two independent pairs, replicating either in parallel or in an opposite orientation to each other. This same highly coordinated pattern is seen in the clones we have examined, but is also observed in pools of pre-B cells (which include both orientations for each site) and even in ES cells, which are characterized by constant switching from cell generation to generation^20^.

Thus, there appears to be a fixed orientation map of AS replication on each chromosome, with some loci set to replicate in a parallel orientation and others set in the antiparallel direction (see Fig. 6). While this structural plan appears to be true for all individual chromosomes, the FISH assay is not easily amenable for determining the relationship between loci on different chromosomes. On one hand, it may be that the overall orientation on each individual chromosome is set up independently, thus producing a large variety of cells carrying different interchromosomal mixtures. Alternatively, there may actually be a fixed relationship between all AS regions in the genome, perhaps being set up this way at the very beginning of embryogenesis on the basis of parentally derived signals. Our results showing that every pre-B cell clone had exactly the same overall AS-replication orientation map strongly supports (see Methods) the idea of a fixed genome-wide program. If this is indeed the case, every cell in the body would carry only one of two possible AS-replication patterns with some cells having the precise orientation map of the pre-B clone used in this study and others having the exact opposite antiparallel orientation at every AS locus.

Taken together, our studies reveal a highly coordinated program for marking multiple regions of the genome in an allele-differential manner and these encompass many important gene functions that help define cell identity, thus generating single-cell diversity. The entire system is built on one of the most fundamental components of eukaryotic cell biology, the timing of chromosome replication, which appears to represent an autonomous layer of epigenetic regulation. Once established in the early embryo, it is then maintained in all future cell descendants where, by affecting regional genome accessibility, it provides a template for directing allele-specific choice. Significantly, our findings show that homologous regions in the human genome also undergo RACRT and are subject to an identical pattern of programmed coordination, suggesting that this process may be ubiquitous in nature and, as such, probably plays an important role in biology.

## Methods

### Mice/animals

C57BL/6 (B6) mice (Harlan) were crossed with wild-type M. Castaneous (Cast) mice (Jackson Laboratories) to generate B6/Cast hybrid mice. Mice were housed and cared for under specific pathogen-free conditions. We have complied with all relevant ethical regulations for animal testing and research as approved by the Animal Care and Use Committee of the Hebrew University of Jerusalem.

### Cells and cultures

To prepare pre-B-cell clones, cells isolated from mouse bone marrow (10 weeks old) were grown in RPMI 1640 media (Gibco) supplemented with 10% fetal bovine serum (HyClone), 100 U/ml penicillin, 100 μg/ml streptomycin (Gibco), L-glutamine (Gibco), and 50 μM of β-mercaptoethanol (Gibco) on irradiated ST2 feeder cells (provided by A. Rolink). Recombinant mouse IL-7 (10 μg/ml) was added to select for pre-B cell populations (Peprotech, USA). After 10–14 days of IL-7-mediated positive selection, cells were plated on 96-well plates in limiting dilutions to generate single-cell-derived pre-B cell clones. Embryonic stem (ES) cells (C57BL/6) were cultured without feeders on 0.2% gelatin-coated plates in DMEM supplemented with 15% inactivated fetal calf serum (HyClone), 1 mM L-glutamine, 100 U/ml penicillin, 100 μg/mL streptomycin, 0.1 mM β-mercaptoethanol, 1 × nonessential amino acids and homemade leukemia inhibiting factor (LIF). Mouse (C57BL/6) embryonic fibroblasts (MEFs) were grown on DMEM supplemented with 15% inactivated fetal calf serum (HyClone), 1 mM L-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, 0.1 mM β-mercaptoethanol. Human lymphoblast cells (YC) and mouse T cells were grown in RPMI 1640 media (Gibco) supplemented with 10% fetal bovine serum (HyClone), 100 U/ml penicillin, 100 μg/ml streptomycin, L-glutamine (Gibco), and 50 μM of β-mercaptoethanol (Gibco).

### Flow cytometry (FACS)

Cells were prepared and sorted as previously described^45^. In brief, cells were gently washed twice with ice-cold PBS and resuspended in 250 µl cold PBS. For all cells, 95% high purity EtOH was added dropwise while slowly vortexing to a final volume of 70% EtOH and then incubated for 24 h at 4 °C. Fixed cells were washed once with 1 ml cold PBS, resuspended with 1 ml PBS and centrifuged at 3 K for 2 min at 4 °C. Cells were resuspended in 1 ml PBS, 5 µl RNase A 10 µg/µl (Sigma) and 50 µg/ml propidium iodide (PI) (Sigma). PI-stained cells were filtered through a 40 µm mesh and incubated for 15–30 min in the dark. Cells were sorted by FACSARIA III (BD) based on their PI intensity to G1 and S phases^18^, using a flow rate of 1 and collected into 1.5 ml Protein-LoBind tubes (Eppendorf) and moved to ice.

### Whole-genome sequencing

DNA was extracted from cells using DNeasy-kit (QIAGEN) and eluted twice with 2 × (200 µl) of the kit elution buffer (AE), concentrated using 1.8 × Agencourt AMPure XP beads (Beckman Coulter) and eluted in 50 µl EB buffer (Qiagen). DNA concentrations were measured using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). DNA samples were sonicated in the M220 Focused-Ultrasonicator (Covaris) using 50 W, 20% Duty Factor at 20 °C for 120 s, in order to reach an average target peak size of 250 bp, as verified with the D1000 or D1000 High Sensitivity ScreenTape, using the Electrophoresis 2200 TapeStation system (Agilent).

### Library preparation

Library preparation was carried out as described^45^. Briefly, sonicated DNA was subjected to a 50 µl end repair reaction using 1 µl End repair mix (NEB, #E6050L), cleaned by 1.8 × Ampure XP beads, followed by a 50-µl A-tail reaction, using 2 µl Klenow fragment exo-nuclease (NEB, #M0212L). Products were cleaned by 1.8 × beads and ligated by 2 µl quick ligase (NEB, #M2200) to 0.75 µM Illumina compatible forked indexed adapters. Ligation products were size selected by 0.7 × PEG (considering the PEG in the ligation buffer) in order to remove free adapters. 12–19 cycles of amplification were performed by PFU Ultra II Fusion DNA polymerase (Agilent, #600670) with the following Primers:

P7: 5’ AATGATACGGCGACCACCGAGATCTACACT CTTTCCCTACACGAC 3’; P5: 5’ CAAGCAGAAGACGGCATACGAGAT 3’. Amplified DNA was size selected for 300–700 bp fragments by taking the supernatant after using 0.5 × beads (which removed fragments greater than 700 bp), followed by a 1.0 × cleaning to remove remaining primers and adapter dimers. The final quality of the library was assessed by Qubit and TapeStation. Libraries were pooled and sequenced on NextSeq (Illumina) by 75 bp paired-end sequencing, generating ~10 M reads per library.

### Asynchronous replication-time assay

Sequenced reads were mapped using bowtie2 to the mm9 genome. Duplicates and reads with a mapping quality below 30 were removed. Clonal F1 reads were further analyzed to sort by allele as follows. We developed a two-step protocol for accurately assigning reads to the parental allele. First, we identified SNPs in each clone by mapping the reads using bowtie2 to the mm9 genome. SAMtools was used to create a pileup indicating the coverage of each base across the genome and BCFtools and the vcfutils.pl script were used to determine SNPs. Second, Reads were remapped using GSNAP^19^ with the predetermined SNP file in order for the Cast reads to be mapped permissibly to the mm9 genome. Only SNPs for which neither allele appeared less than 20% in the mapped reads, were used to separate overlapping reads to the appropriate genome. We removed reads (<7%) with contradictory SNP calls (more than 1 SNP, each belonging to a different strain), presumably generated by template switching during PCR amplification. Using this methodology, we avoided reference mapping bias, with the number of reads for each allele differing by less than 20%, on average. Reads for pure B6 cells were taken from previously published data^45^.

Determination of replication timing (RT) and calculation of differential RT regions were performed as described^18^. Briefly, G1 phase reads were binned and corresponding S-phase reads were counted in order to determine an S/G1 ratio for each bin. Ratio data was normalized, smoothed and interpolated using the Matlab csaps function (with a smoothing parameter of 10^−16^) at a resolution of 100 kb (approximate average size of the windows). Continuous segments containing less than 15 informative windows were removed from the analysis. Windows for which the ratio of B6/Cast G1 reads were more than 2 standard deviations away from the mean were removed. Differential regions were determined using the likelihood-ratio test at each genomic window as described^45^. The null model assumes that for each bin, all six RT measures come from the same distribution with a given mean, whereas the alternative model assumes that the replicates of each sample belong to two separate distributions, each with its own mean. FDR correction (Benjamini–Hochberg) was used to control for multiple testing. All regions with a q value below 0.01 were selected as differential and extended until the q value exceeded 0.05. Regions were further filtered to include only those that contain at least one window with a mean RT difference >0.5 between the two samples. 

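The processed list and Supplementary Table 1 were compared region by region. Both hold 399 regions, and all 399 were identical in chromosome, start, end and early allele. Neighbouring autosomal regions were separated by at most 1 Mb in 26.3% of 312 pairs. Regions of the same lengths, placed at random between the first and the last listed region of each chromosome, gave 18.8% (p = 0.0005, one-sided permutation test with 10000 placements). The rest of the chromosome was not used, so crowding of regions into part of a chromosome is not measured. After merging regions of the same early allele within 1 Mb, the share of such pairs was 8.73%. This alternative moved the share most, because it removes such gaps. Neither the regions of each clone before they were combined nor the regions removed as different between pure B6 and pure Cast cells are distinguished in the list.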

The master list (Supplementary Table 1) was created by combining all asynchronous regions from each clone and then removing overlapping pure B6 and Cast differential regions. 

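The list holds 68 regions on the X chromosome, of which 41 were Cast early and 27 B6 early. The Cast early share was 60.3% (95% Wilson interval 48.4 to 71.1%), and a difference from the autosomes was not detected (p = 1, two-sided Fisher's exact test). Weighted by length, the Cast early share was 29.1% on the X chromosome and 57.7% on the autosomes, which differed (p = 0.00594, two-sided permutation test). The regions on the X chromosome cover 71.5 Mb, which is 42.9% of its 166.65 Mb. Their mean size was 1051 kb, 584 kb above that of the autosomal regions (p = 1e-05, two-sided permutation test, the smallest p that 100000 permutations can give). The medians, at 500 and 400 kb, differed by 100 kb (p = 0.21, permutation test).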

We validated this approach by showing that differences in RT between the active and inactive X chromosome could be easily detected in the same cells (Supplementary Fig. 5).

### Genomic analysis

Genomic data were obtained from the UCSC genome browser for the mm9 genome. LAD (GSM426758) and Hi-C (GSM1551643) data were obtained from the GEO platform. Genomic data were calculated and averaged over 100 kb-sized genomic windows using the BEDtools tools package. RNA-seq and ATAC-seq data^29^ was obtained in bam format. For Fig. 3, RNA-seq and ATAC-seq reads were counted and normalized over 100 kb windows. For Supplementary Fig. 3, differentially expressed genes were determined using the DESeq2 R package (adjusted *P*-value<0.1). GO analysis was performed on all autosomal UCSC genes overlapping the master list of asynchronous regions using the GOrilla gene ontology tool. All autosomal UCSC genes, except those appearing in pure differential regions, were submitted as background.

Single-cell allelic replication-timing data were taken from 40 CBA/MSM hybrid single-cell 7 day-differentiated ESC samples isolated from mid-S phase^23^. Data were obtained from the GEO database (GSE108556) where each single cell was analyzed at 400 kb intervals to determine whether each allele had replicated. The number of times either allele replicated earlier than the other in each cell was counted separately for the asynchronous and synchronous regions. The analysis was limited to mid-S autosomal replicating regions (mean replication-time between −0.5 and 0.5).

### FISH analysis

FISH analysis was performed as previously described^7,20^. Briefly, cells were pulse labeled for 1 h with BrdU and isolated nuclei then fixed with methanol/acetic acid (3:1). After denaturation and dehydration, slides were hybridized with labeled probes (Table 1) prepared with the nick translation DNA labeling system (ENZ-42910§§ or NICK TRANSLATION KIT (Abbott; 8-7J00-01) with either green dUTP 50 nM (Abbott, 8-2N-32) or orange dUTP 50 nM (Abbott, 8-2N-33). BrdU was detected by an anti-BrdU antibody (NeoMarkers) followed by rhodamine-labeled anti-mouse antibody (Jackson Laboratories). Replication-timing profiles (percent single/single, single/double, and double/double) were determined by counting 100–300 BrdU-positive nuclei for each sample^7,46^. All samples were mounted in VECTASHIELD (Vector) and mixed with DAPI and images were recorded using confocal microscopy (Nikon). In cases where coordination was detected parallel and antiparallel asynchronous replicating BACs were labeled using two different colors. Nuclei with both probes presenting the single-double pattern were counted^47^.

To identify strain-specific deletions, mapped reads from pure B6 and Cast DNA samples as well as clone E-5 and clone 2, F1 samples were binned and counted in 50 kb windows across the genome excluding blacklisted regions. Each sample’s counts were normalized to reads per million. For each sample a ratio was calculated by dividing the sample count by the average B6 count at each window. Any region of at least two continuous windows containing a ratio above 2 or below 1/2 were considered as potential copy number changes. Deletions were chosen by manually selecting regions from this list which also overlapped with known deletions from the Sanger project^16^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All data (Figs. 1–4, Supplementary Figs. 1–5) have been deposited in the GEO public database: GSE130926. All remaining data are available from the authors upon reasonable request.

# Supplementary material for: Chromosomal coordination and differential structure of asynchronous replicating regions
**Source:** Nat Commun. 2021 Feb 15;12:1035. doi: 10.1038/s41467-021-21348-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Chromosomal coordination and differential structure of asynchronous replicating regions**

**Blumenfeld et al.**

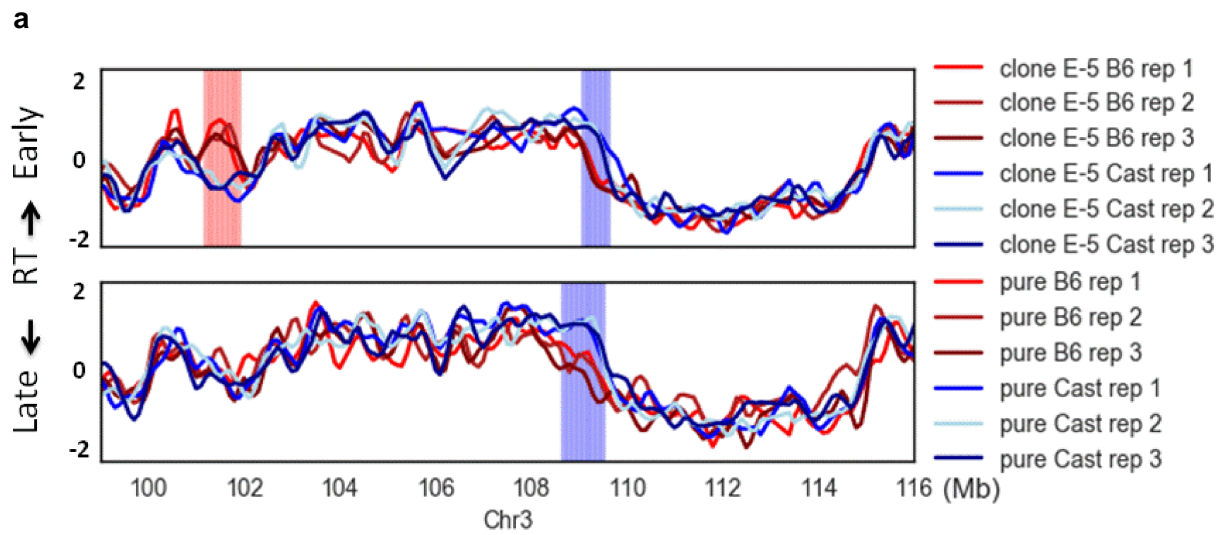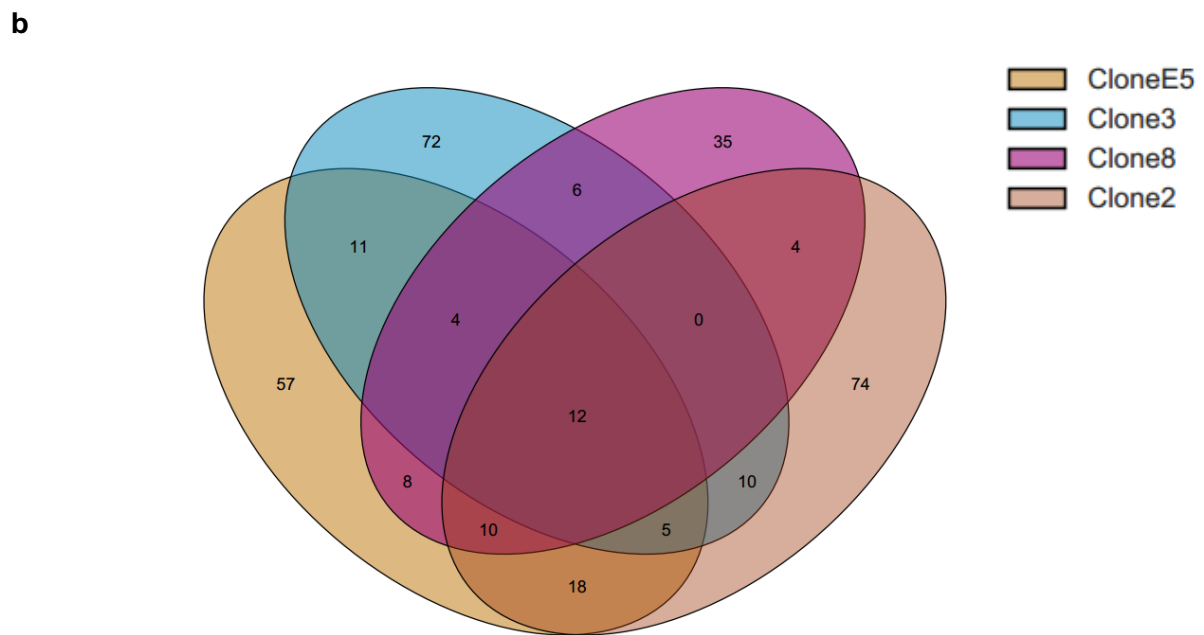

**c**

| Clone name | # of AS regions | # of unique AS regions |
|------------|-----------------|------------------------|
| Clone 2    | 133             | 133                    |
| Clone 3    | 114             | 93                     |
| Clone E-5  | 125             | 65                     |
| Clone 8    | 79              | 35                     |

**Supplementary Fig. 1. Genetic replication time differences between B6 and Cast.**

**(a)** Replication timing (RT) of the B6 (red) and Cast (blue) allele (three replicates) on Chr3 in clone E-5 (top) or a mixture of pre-B cells from pure B6 and Cast mice (bottom). Asynchronous regions detected in each experiment are marked by red (B6 early) or blue (Cast early) stripes. 

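Region A of Chr3 in Supplementary Fig. 4 is a region of the list that does not touch any other. A B6 early region of 100 kb, from 100950001 to 101050000, lies 0.1 Mb before it. After a Cast early region from 104050001 to 104250000, the list holds no region for 18.6 Mb, up to 122850001. The pure B6 and pure Cast timing profiles drawn for comparison were not analysed here.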

Note that one region (left) is asynchronously replicating exclusively in the clone, while the region on the right is genetically determined.

**(b)** Venn diagram showing the overlap of epigenetic autosomal AS-RT regions detected in different clones. **(c)** Table shows the number of total and unique asynchronous (AS) - RT regions identified in each pre-B cell clone. These AS-RT regions (n=326) range in size from 100 Kb to 1.7 Mb, with an average of 467 Kb.

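Over the 331 listed autosomal regions the mean size was 467 kb, with an SD across regions of 335 kb and a median of 400 kb. Sizes ran from 100 kb, a single window, to 1.7 Mb. Single-window regions numbered 61 (18.4%), and 22 regions were longer than 1 Mb. Leaving out regions under 300 kb raised the mean to 606 kb, and merging regions of the same early allele within 1 Mb, which moved it most, raised it to 648 kb. Cast early regions had a mean size of 442 kb and B6 early regions of 508 kb. The difference of -66.2 kb (Cast early minus B6 early) was not past the threshold (p = 0.0793, two-sided permutation test). With the sizes split at 300 kb, a limit applied to this question after seeing the data, 71.4% of 98 shorter regions and 56.7% of 233 longer regions were Cast early (p = 0.0135, two-sided Fisher's exact test). The longest B6 early region, on Chr5 from 59750001 to 61450000, overlaps no annotated protein-coding gene and has a GC content of 36.4%. The longest Cast early regions were 2 of 1.6 Mb.

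**Figure D3:**
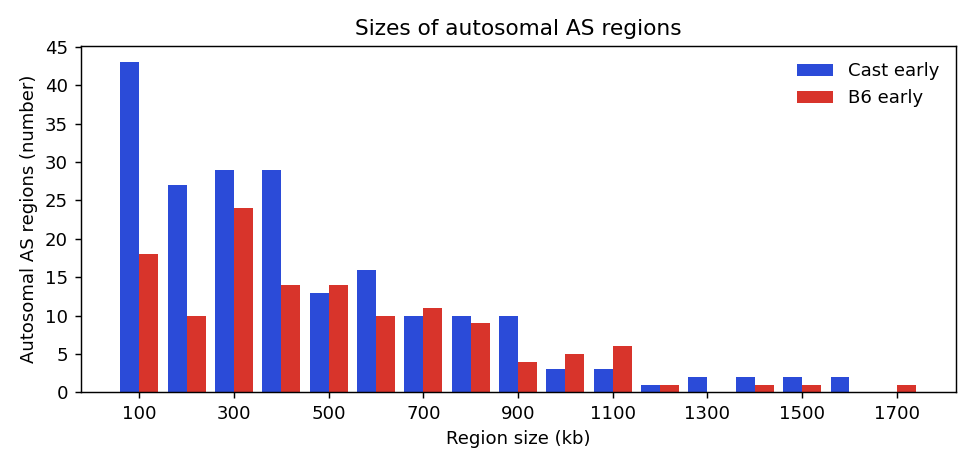
Number of autosomal AS regions of each size, in steps of 100 kb, for Cast early (blue) and B6 early (red) regions. Bars run from 100 to 1700 kb, and at 100 kb there are 43 Cast early and 18 B6 early regions.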

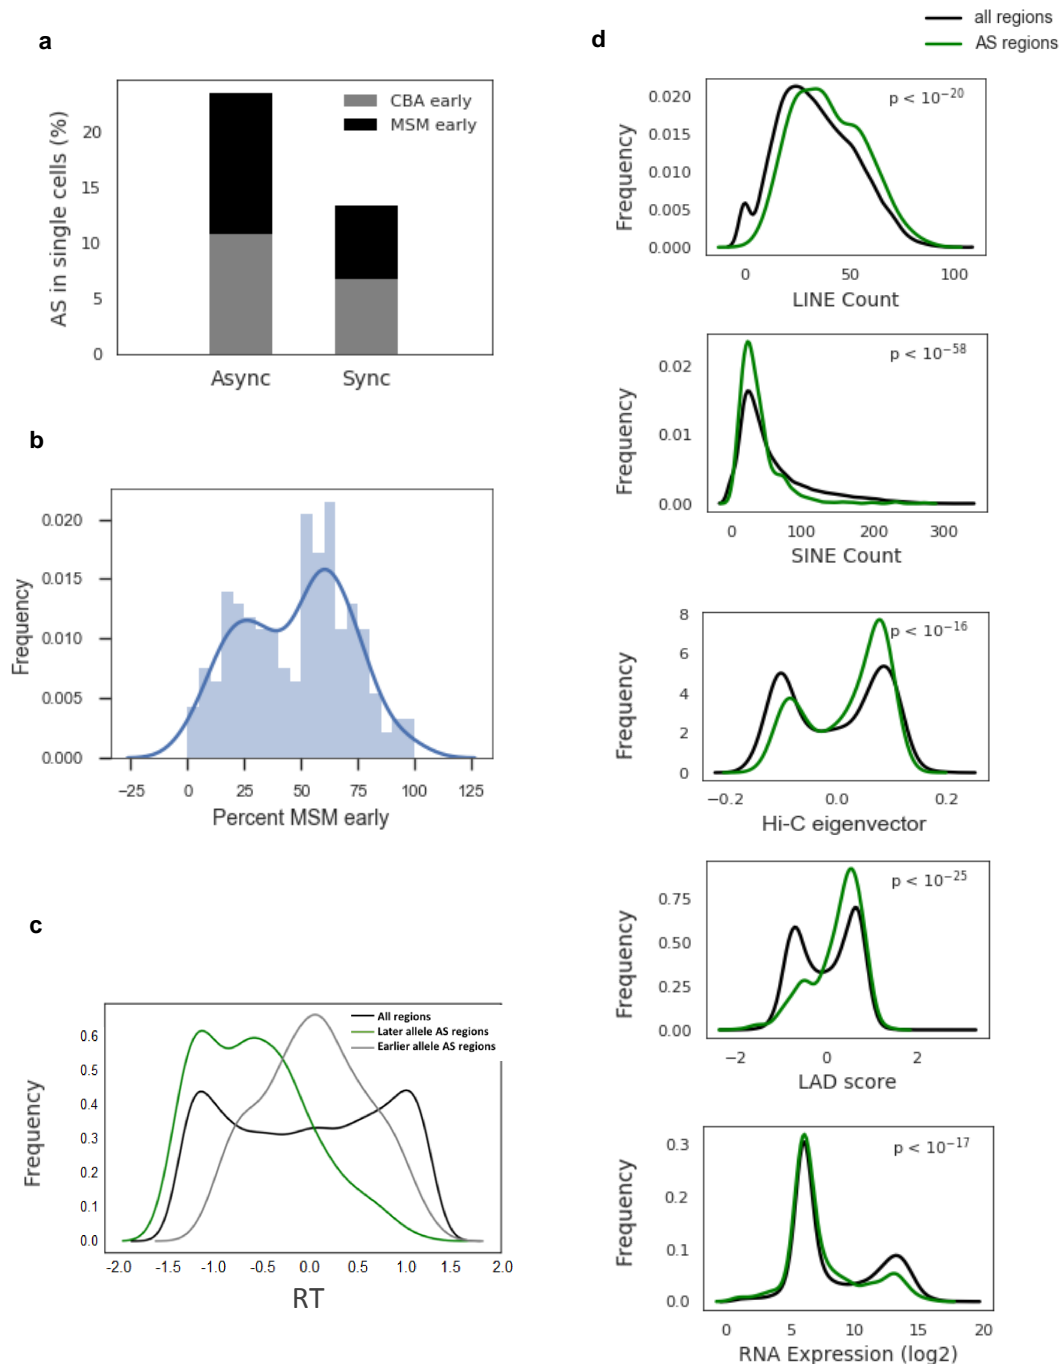

### Supplementary Fig. 2. Characterization of AS replicating regions.

**(a)** Mid-S autosomal AS regions (Async) identified in our data ( $n=203$ ) were scored for AS replication (see Materials and Methods) in a data base obtained from single CBA/MSM hybrid cell ( $n=40$ ) analysis<sup>1</sup> that contained corresponding regions ( $n=186$ ) and compared to the synchronous mid-S portion of the genome (Sync). The histogram also shows the proportion of regions showing early replication of either the CBA or MSM allele. P value  $< 5 \times 10^{-5}$ ; two-tailed binomial test. **(b)** The percentage of cells where one allele replicated early and the other late was calculated for each window and the integrated frequency of MSM early replication was then graphed. Thus, most of these loci replicate the MSM allele early in some cells and late in others. The data was recorded in middle S phase. Synchronous regions show either both alleles (early) or none of the alleles (late). **(c)** Replication time (RT) distribution plot for the two alleles in AS-RT regions as compared to all regions in the genome. **(d)** Distribution plots comparing the AS regions, as derived from all pre-B cell clones, to the total genome for different characteristics, including LINE content, SINE content, the Hi-C eigenvector showing A and B compartments, LAD score, levels of RNA expression. P values were calculated using the two-sided Kolmogorov Smirnov test.

Supplementary Figure 3

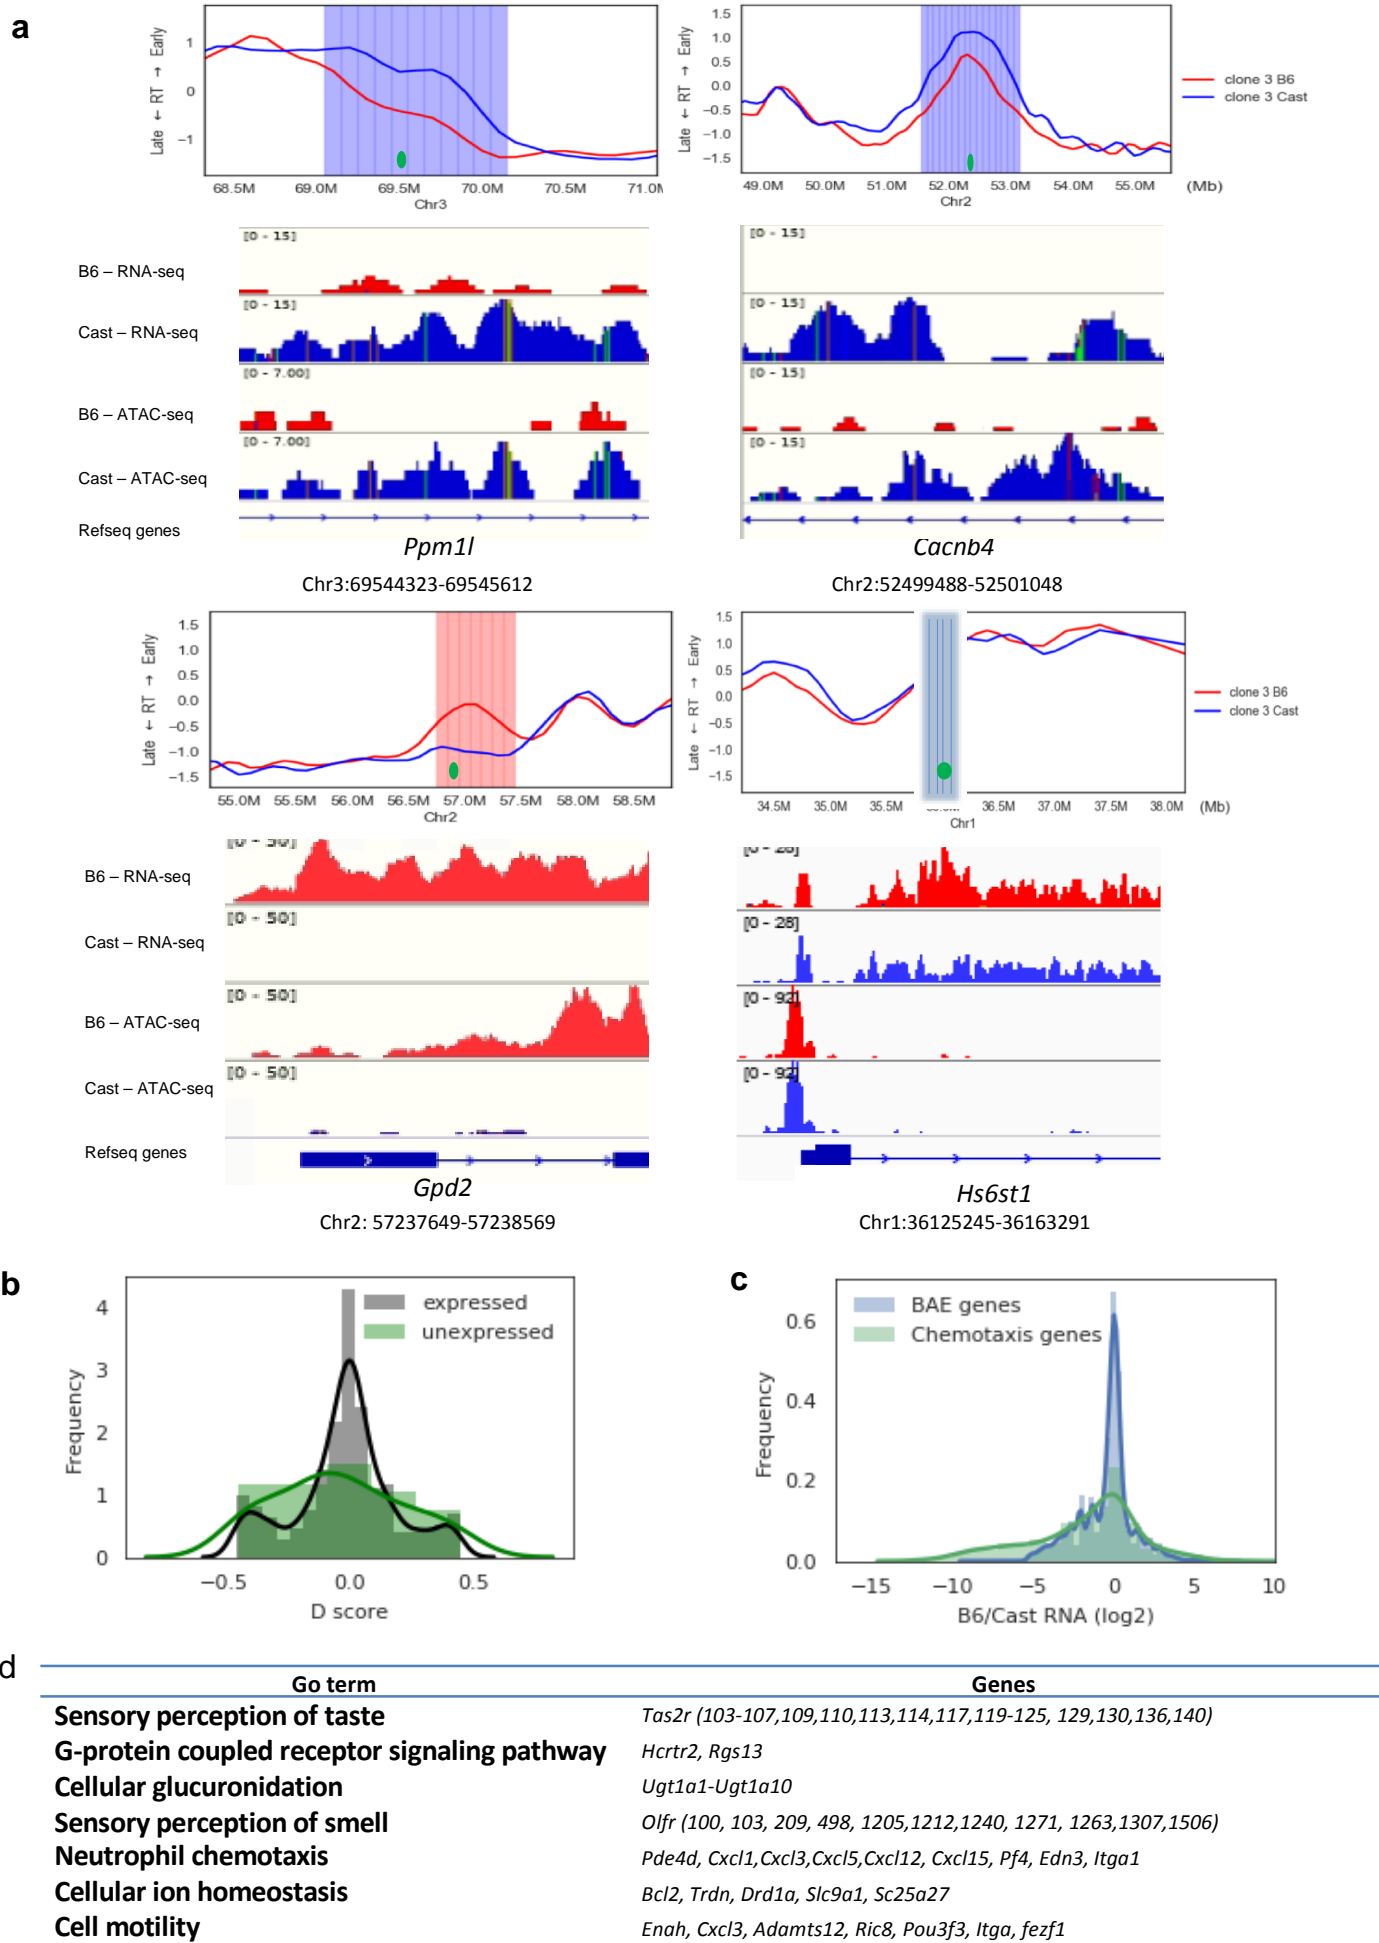

**Supplementary Fig. 3. Monoallelic expression analysis in asynchronously replicating regions.**

**(a)** IGV track depicting gene-specific RNA-Seq coverage and ATAC profile for the B6 (red) and Cast (blue) alleles from **three** different asynchronously replicating regions in clone C3. The asynchronous replication timing (RT) pattern is shown above each example, with the green dots indicating the location of the gene itself. 

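Gpd2 (ENSMUSG00000026827.6) lies on Chr2 of mm9 from 57090046 to 57223130, on the + strand. All of it is inside a listed B6 early region from 56750001 to 57450000, which has a GC content of 40.7% and overlaps 2 protein-coding genes. Cacnb4 (ENSMUSG00000017412.8), on the - strand of Chr2 from 52283845 to 52532350, is inside the Cast early region from 51550001 to 53150000. At 1600 kb this region is, with 1 other, the longest Cast early region of the autosomes, and it overlaps 12 protein-coding genes. Ppm1l (ENSMUSG00000027784.7), on Chr3 from 69120783 to 69364724, is 244 kb long, and its ends lie in different Cast early regions. The first 29.2 kb (12.0% of the gene) are in a region of 100 kb that ends at 69150000, and the last 14.7 kb (6.04%) are in a region of 900 kb that starts at 69350001. The part between them is in no listed region. The windows printed for Gpd2 and Ppm1l in Supplementary Fig. 3a do not overlap these genes on mm9, so the build of those windows is not known.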

Gpd2 is in a B6 early region, while Ppm1l and Cacnb4 are located in Cast early-replicating regions, as determined by whole-genome analysis. 

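Hs6st1 (ENSMUSG00000045216.6), on Chr1 of mm9, overlaps no region of the list. The nearest AS region is a Cast early region from 32750001 to 33350000, 2.78 Mb away. Absence from the list does not separate a window that was tested and found synchronous from a window that was not tested.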

Hs6st1 (replicates synchronously) represents a typical example of genes expressed from both alleles.

**(b)** Distribution plot (relative frequency) of ATAC-Seq ratios (D score) for peaks located in AS regions (Supplementary Fig. 1) near genes which are either expressed (n=325, gray) or unexpressed (n=53, green) in these pre-B cells. The fact that the two distributions are similar ( $p = 0.15$ , two-sided Mann Whitney test), suggests that the differential ATAC-Seq pattern is independent of expression.

**(c)** Distribution of B6/Cast expression levels for the set of chemotaxis genes (green). Biallelic expressed (BAE) genes (blue) are shown as a control. **(d)** Table of GO terms and genes that are located in in AS-RT regions.

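The 64 genes named in the table of GO terms were looked up by name in the mm9 annotation, and 56 were found. Of these, 55 overlapped an autosomal AS region, and 50 lay wholly inside. The gene outside, Cxcl12, is on Chr6 from 117118553 to 117131385, and its nearest AS region is 4.67 Mb away. The 55 genes are in 23 regions, 10 Cast early and 13 B6 early, so that many share a region. All 21 genes of the taste term were found and lie in 3 regions. The 10 smell genes found lie in 5 regions, the 8 neutrophil chemotaxis genes inside regions lie in 4, and the 5 cell motility genes found lie in 5 different regions. The 6 glucuronidation genes found are all in the Ugt1a region on Chr1. Not found by name were 4 glucuronidation genes, 2 cell motility genes, 1 smell gene and 1 ion homeostasis gene. Names had to match exactly, including upper and lower case, so some of these genes may be annotated under another spelling. For example, Ugt1a6 and Ugt1a7 were not found, while Ugt1a6a, Ugt1a6b and Ugt1a7c are annotated in the Ugt1a region. The GO enrichment itself was not repeated, because no GO annotation was used here.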

**a**

| Cell type | Anti-parallel (%) |
|-----------|-------------------|
|           | <b>A/B</b>        |
| E-5       | 81 (n=100)        |
| C2        | 79 (n=105)        |
| ESC       | 74 (n=61)         |

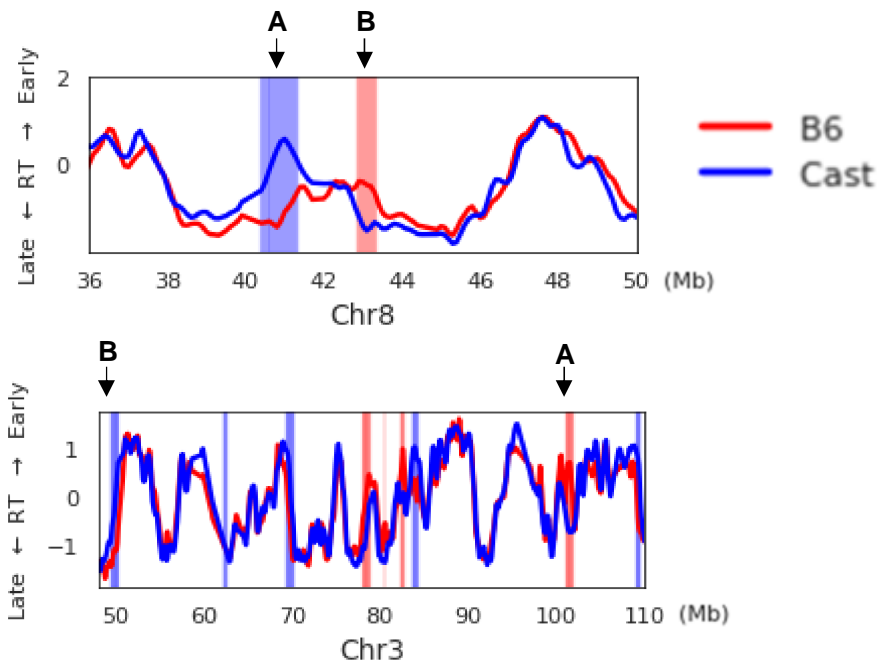

**b**

| Cell type | Anti-parallel (%) |            |
|-----------|-------------------|------------|
|           | <b>A/C</b>        | <b>A/B</b> |
| MEF       | 15 (n=63)         | 78 (n=68)  |
| T-cells   | 15 (n=76)         | 79 (n=53)  |

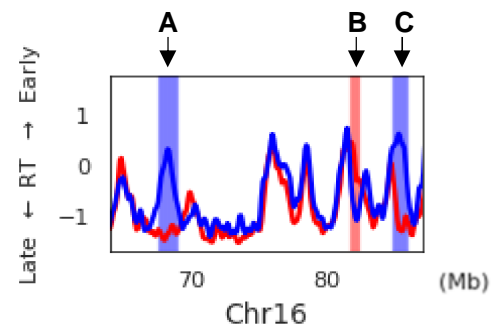

|         |            |            |
|---------|------------|------------|
|         | <b>A/C</b> | <b>A/B</b> |
| MEF     | 16 (n=59)  | 82 (n=85)  |
| T-cells | 18 (n=100) | 79 (n=72)  |

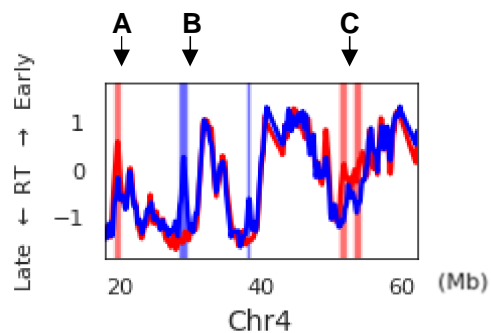

|         |            |            |
|---------|------------|------------|
|         | <b>A/C</b> | <b>A/B</b> |
| MEF     | 13 (n=95)  | 77 (n=88)  |
| T-cells | 17 (n=91)  | 80 (n=78)  |

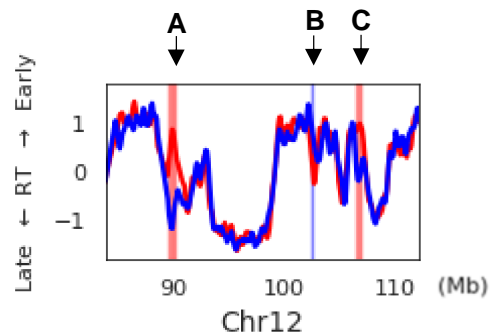

**c**

|              | Anti-parallel (%)             |
|--------------|-------------------------------|
| <b>chr21</b> | <b>RP11-790H8/RP11-701L12</b> |
| YC           | 73 (n=102)                    |

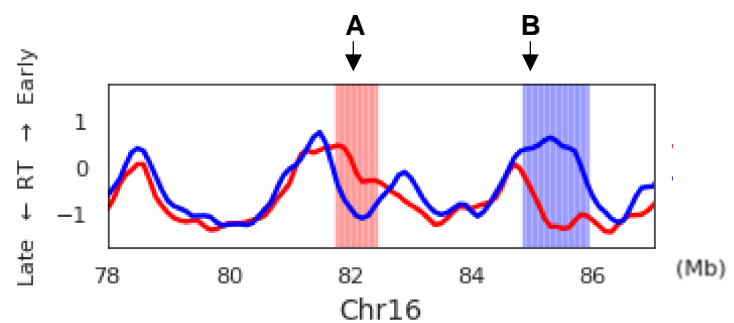

**Supplementary Fig. 4. Chromosome coordination of asynchronous replication regions by FISH.**

Double-label FISH was carried out in various cell populations using BAC probe pairs (A/B or A/C) for two separate asynchronously-replicating regions on a given chromosome (8, 3, 16, 4, 12) as determined by whole genome analysis in clone E-5 (map). Nuclei showing a single/double signal for both probes were selected and scored for percent having an anti-parallel pattern with each allele carrying a single signal for one probe together with a double signal for the other or a parallel pattern with each allele carrying a single signal or double signal for both probes.

Coordination is shown for either two **(a)** or three **(b)** probes in mouse cells and two probes in human cells **(c)**. The maps show replication timing (RT) for the B6 and Cast alleles (average of three replicates). The maximum p value for all cases was  $< 2 \times 10^{-4}$  as determined by the two-tailed binomial test. Probes: mouse Chr8 (A=RP24-318L18, B=RP23-182L17); Mouse Chr3 (A=RP23-115D3, B=RP23-317D10); mouse Chr16 A=RP23-38D22, B=RP23-326K16, C=RP23-59L11); mouse Chr4 (A=RP24-83L7, B=RP23-439A9, C=RP23-63H2); mouse Chr12 (A=RP23-13F5, B=RP24-386G17, C=RP23-333P23), human Chr21 (A=RP11-790H8, B=RP11-701L12), which is syntenic to the AS region on mouse Chr16.

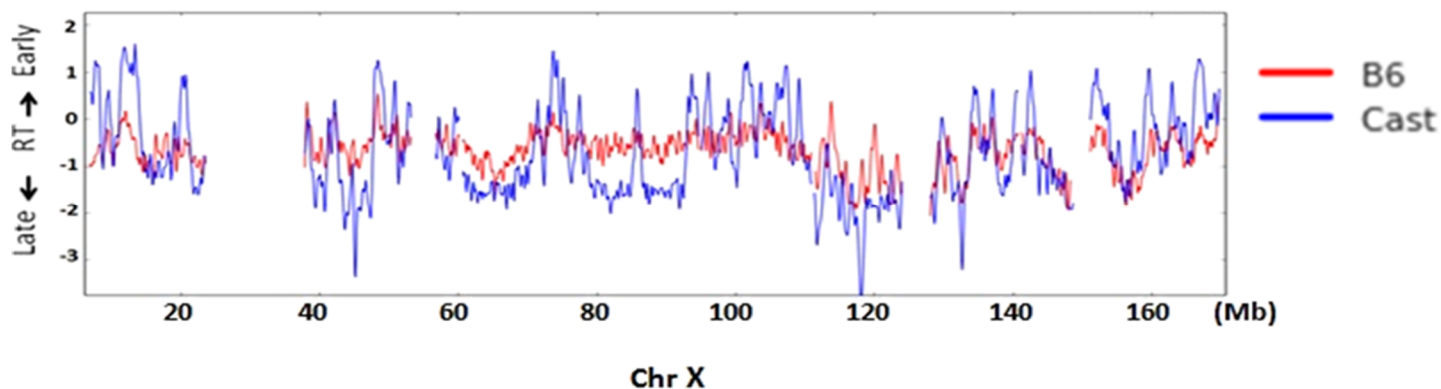

**Supplementary Fig. 5. X-chromosome allele-specific replication timing.**

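The 27 B6 early regions of the X chromosome cover 50.7 Mb (30.4% of the chromosome), and the 41 Cast early regions cover 20.8 Mb (12.5%). Mean sizes were 1878 kb for B6 early and 507 kb for Cast early regions, with SDs across regions of 2390 kb and 470 kb. The longest region, from 58150001 to 65750000, is B6 early and 7.6 Mb long. By length, Cast early sequence made up 29.1% of the regions on the X chromosome and 57.7% of those on the autosomes, a difference of -28.6 percentage points (p = 0.00594, two-sided permutation test).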

The active X chromosome (Cast, blue) has a normal replication timing (RT) profile while the inactive X (B6, red) shows a relatively constant RT profile over the entire length. These results are in agreement with published data<sup>2,3</sup>.

Supplementary Table 1

### Supplementary references

1. Takahashi, S. *et al.* Genome-wide stability of the DNA replication program in single mammalian cells. *Nat. Genet.* **51**, 529–540 (2019).
2. Koren, A. & McCarroll, S. A. Random replication of the inactive X chromosome. *Genome Res.* **24**, 64–69 (2014).
3. Casas-Delucchi, C. S. *et al.* Histone acetylation controls the inactive X chromosome replication dynamics. *Nat. Commun.* **2**, 222 (2011).

# Supplementary material for: Chromosomal coordination and differential structure of asynchronous replicating regions
**Source:** Nat Commun. 2021 Feb 15;12:1035. doi: 10.1038/s41467-021-21348-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

**Data analysis** Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data (Figs. 1-4, Supplementary Figs. 1-5) has been deposited in the GEO public database: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130926> (token: crkliweahjgxbkl).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. |
| Data exclusions | Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                      |
| Replication     | Describe the measures taken to verify the reproducibility of the experimental findings. If all attempts at replication were successful, confirm this OR if there are any findings that were not replicated or cannot be reproduced, note this and describe why.      |
| Randomization   | Describe how samples/organisms/participants were allocated into experimental groups. If allocation was not random, describe how covariates were controlled OR if this is not relevant to your study, explain why.                                                    |
| Blinding        | Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.                                                                                                                     |
| Validation      | Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | State the source of each cell line used.                                                                                                                                                                                  |
| Authentication                                                    | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                          | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

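Replication timing was measured in 4 B6/Cast F1 pre-B cell clones (E-5, 2, 3 and 8) and in pure Cast pre-B cells, with 3 replicates each. The authors mapped reads to mm9, assigned them to alleles by SNPs and computed the ratio of S to G1 reads in bins. The ratios were smoothed and interpolated to windows of 100 kb, and the alleles were compared by a likelihood-ratio test with false discovery rate correction. Significant windows were extended into regions, regions that differed between pure B6 and pure Cast cells were removed, and the regions of the 4 clones were combined. The resulting list gives positions and the earlier allele. These are not measurements per sample, so no replicate could be left out, no batch could be examined, and no value per clone is given. The labels give about 10 M reads per library, and the depth at each region is unknown.

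The list does not name its genome build, and mm9 was taken from the methods. Starts are printed counting from 1. Every boundary was checked to lie on a grid of 100 kb with an offset of 50 kb. GC content was computed from the mm9 sequence, and genes were taken from GENCODE version M1 on the same build, with 22350 protein-coding genes. The sequence is not repeat-masked (it has 0 lower-case bases), so the LINE and SINE densities were not examined. The computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

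Shares of Cast early regions were tested against 50% by the exact binomial test, with 95% Wilson intervals, and adjusted by the Benjamini-Hochberg method over the 19 autosomes. Sizes were compared by permutation tests of the difference in means (100000 permutations), and the number of each orientation per autosome by a permutation test of the chi-square statistic. Neighbouring regions were called parallel when their early alleles were the same, and their number was compared with early alleles permuted within each chromosome. Gaps of at most 1 Mb were compared with 10000 random placements of the same regions between the first and the last listed region of each chromosome. Gene families, GC content and gene density were compared with 10000 circular shifts of the regions along each chromosome. The X chromosome was compared with the autosomes by Fisher's exact test and by permutation tests. Two-sided tests were used except for gaps and gene families, and the threshold was 0.05.

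The binomial test, the neighbour test, the test between autosomes, the size test and the gap test were checked on simulated data. The circular-shift tests and the tests on the X chromosome were not. Among 200 lists without an effect, the binomial test passed the threshold in 5.5%, the neighbour test in 3%, the test between autosomes in 3.5% and the size test in 4%. The gap test passed it in 2% of 50 such lists. Each of these tests passed the threshold in 95% to 100% of lists with its own planted effect. Some planted effects, such as sizes 1.5 times as large, were larger than those seen here. These percentages therefore do not give the power to detect effects of the size seen. With strongly parallel neighbours planted and no Cast early excess, the binomial test passed it in 21.5% of lists and the test between autosomes in 95%. With differences between autosomes planted, the binomial test passed it in 40%. The binomial p-value therefore depends on regions being independent of each other.

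The alternatives merged regions of the same early allele that touch or lie within 1 Mb, left out single-window regions or regions under 300 kb, used Supplementary Table 1, weighted regions by length, left out each autosome in turn, used medians or a likelihood-ratio statistic, varied the gap limit (500 kb and 2 Mb) and required whole genes inside regions. These choices, the tests and the rule for naming regions were set before the data were examined. Named were the regions drawn as A, B or C in Fig. 4c and Supplementary Fig. 4, those that hold the genes of Fig. 3b and Supplementary Fig. 3a, the longest regions, pairs of touching regions of opposite orientation, and regions with Tas2r, Ugt1a, Olfr or Cxcl genes, families that were taken from Supplementary Fig. 3d. Cxcl12, the regions beside region A of Chr3 and the nearest regions to single genes were named after their values were seen. Merging within 200 kb, splitting by size at 300 kb or leaving out regions under 500 kb, counting runs of family genes once, restricting the GC background to windows without unknown bases and leaving single-window regions out of the gene density were added after seeing the data. FISH, RNA-Seq, ATAC-Seq and single-cell results were not analysed here, because the list holds no values for them.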

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

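The tests in this part were chosen after the results were seen. The list holds 27 B6 early regions on the X chromosome, beside 41 Cast early regions. Supplementary Table 1 lists these regions with their early allele, and the paper's text discusses the X chromosome as a profile in Supplementary Fig. 5, with Cast as the active and B6 as the inactive chromosome. If B6 was the inactive X chromosome in all 4 clones, the inactive allele is the earlier one in these 27 regions. The list does not name the clone of a region, so this was not examined.

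A bias of the calls towards either allele on this chromosome and a real difference in timing cannot be told apart, since the Cast early share of 60.3% (95% Wilson interval 48.4 to 71.1%) only restates these counts, and by length the share was 29.1%. The paper reports in Supplementary Fig. 5 that the timing of the inactive X chromosome is relatively constant along its length. A candidate explanation is that this chromosome therefore comes first wherever the active X chromosome is late. Late-replicating sequence tends to have a low GC content, and B6 early X regions had a mean GC content of 38.1% (SD across regions 1.41) against 40.6% (SD 1.79) in Cast early X regions. The difference was -2.5 percentage points (p = 1e-05, two-sided permutation test, the smallest p that 100000 permutations can give). On the autosomes the same difference was -0.672 percentage points (p = 0.0531, permutation test), and whether the X chromosome and the autosomes differ in it was not tested. The flat profile of the inactive X chromosome is the paper's own result. GC content stands in here for the replication time of the active X chromosome in these regions, which the list does not hold. That the active X chromosome is late in these regions therefore remains a hypothesis. A clone with the B6 X chromosome active would also give B6 early regions, in the kind of sequence where Cast early regions lie. The lower GC content of B6 early X regions, 38.1% against 40.6%, argues against this as the cause of all 27. For some of them it stays open, since the clone of a region is not known. Effects of smoothing and of windows without SNPs could not be examined, and no biological comparison between samples was possible.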

How the results depend on the processing

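In this part, the alternatives that merged regions within 200 kb, left out regions under 500 kb, took only regions under 300 kb, counted runs of family genes once, restricted the GC background to windows without unknown bases or left single-window regions out of the gene density were added after the results were seen. No paired analysis was possible because the list holds no values per sample. For the same reason, leaving out single replicates was not possible. Supplementary Table 1 was identical to the list, so it moved nothing and is not counted among the alternatives.

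The Cast early share stayed past the threshold in 25 of 26 alternatives. It was lowest with regions under 500 kb left out (54.0%, p = 0.393, exact binomial test), where 137 regions were left. With regions under 300 kb left out it was 56.7% (exact p = 0.0491). Across the lists that each left out 1 autosome it ran from 59.4%, without Chr6, to 62.7%, without Chr5. All 19 autosomes held both orientations under the merging alternatives, and 18 did when single-window regions or regions under 300 kb were left out. Differences between autosomes (24 alternatives) and the size difference between orientations (5 alternatives) stayed on the same side of the threshold.

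The excess of parallel neighbours was the least stable result and stayed past the threshold in 10 of 27 alternatives. In all others it was not past it, including 2 in which the share lay below the permuted share. The share was 57.3% with touching regions merged, 53.2% with single-window regions left out, 51.2% with regions under 300 kb left out, and 53.2% with regions within 200 kb merged, which removes parallel pairs by construction. It was below the permuted share with regions within 1 Mb merged (48.0%), for the same reason, and among neighbours more than 1 Mb apart (52.6%). With 1 autosome left out it ran from 56.9%, without Chr6, to 59.5%, without Chr9, and was past the threshold in 8 of 19 lists (largest permutation p = 0.154, without Chr2). The other 11, without Chr1, Chr2, Chr3, Chr4, Chr5, Chr6, Chr10, Chr11, Chr15, Chr17 or Chr18, were not. The cause was not tested for the lists that left out an autosome.

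The share of gaps of at most 1 Mb was 16.3% with regions under 300 kb left out and 17.9% with regions within 200 kb merged, no longer past the threshold, and 8.73% with regions within 1 Mb merged. Both merging steps remove such gaps by construction. The mean size moved to 648 kb with that merging, 550 kb without single-window regions and 606 kb without regions under 300 kb, as these steps lengthen or remove regions.

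On the X chromosome, the difference in the Cast early share passed the threshold only by length (-28.6 percentage points), and the size difference did not pass it for medians (100 kb), since these measures differ in how much the longest regions count. With each run of family genes counted once, 0 families passed the threshold instead of 1, and the cause was not tested. The Tas2r family then had 2 of 6 runs in AS regions and was no longer past the threshold. GC content passed the threshold only by length (41.0%), and the cause was not tested.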

Differences from the paper's values

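No test in this part was chosen to explain a difference. The numbers of regions drawn per chromosome differ on 3 chromosomes, although narrow or adjacent stripes can be missed when such a map is read by eye. The paper's map shows about 5 AS regions on Chr8 in Fig. 4a, read by eye, and the list holds 12. For Chr17 the paper's map shows about 3 in Fig. 4a, read by eye, and the list holds 13. None of the alternatives set before the data were examined closed either gap. With regions under 300 kb left out, which came closest, 9 regions remained on Chr8 and 7 on Chr17. Some of these were shorter than 500 kb, so leaving out regions under that limit, added after seeing the data, would leave fewer. For Chr19 the paper's map shows about 0 in Fig. 4a, read by eye, and the list holds 2, a Cast early region from 3550001 to 3650000 and a B6 early region from 3850001 to 3950000. Both are single windows, so leaving out single-window regions or regions under 300 kb gave 0, while merging and Supplementary Table 1 gave 2. Merging regions of the same early allele within 1 Mb gave 10 regions on Chr8 and 10 on Chr17.

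The paper's number of autosomal regions is 326, and the list holds 331. Merging touching regions of the same early allele, an alternative set before the data were examined, gave 326, with a mean size of 475 kb against the paper's 467 kb. The mean of the unmerged 331 regions was 467 kb.

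The paper describes the numbers of the opposite orientations on almost all chromosomes as relatively equal. In the list 202 of 331 autosomal regions are Cast early. Chromosome by chromosome, the numbers were unequal on 2 of 19 autosomes at an unadjusted p under 0.05 and on 1 after adjustment, Chr6, with 19 Cast early and 4 B6 early regions. The adjusted p for Chr6 was just under the threshold (0.0494, exact binomial test). Touching Cast early regions of Chr6 were counted separately, and the test was not repeated with them merged. A difference between autosomes was not detected (p = 0.195, permutation test). Leaving out regions under 500 kb, chosen after seeing the values, gave a Cast early share of 54.0% that was not past the threshold.

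The paper's table of genes in AS regions (Supplementary Fig. 3d) includes Cxcl12, which lies 4.67 Mb from the nearest listed region. None of the settings placed it in a region. The paper places Ppm1l in a Cast early region, and the list has Cast early regions only over its first 12.0% and last 6.04%. Supplementary Fig. 3a draws a single stripe over this stretch in clone 3, where the list has 2 regions. The window printed for Ppm1l in that figure does not overlap the gene on mm9, so it is not settled that the drawn gene and the listed regions are on the same build. Merging regions of the same early allele within 1 Mb, set before the data were examined, or within 200 kb, chosen after seeing the values, joins these regions across the gene.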

Other observations

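All tests on explanations in this part were chosen as such after the results were seen. Some of them reused alternatives that had been set before the data were examined. These were leaving out each autosome, merging within 1 Mb, leaving out regions under 300 kb and splitting neighbours at 1 Mb. The size limit of 500 kb was chosen after the shares at several limits had been seen, and the question about region size was then divided into regions under 300 kb and longer regions. Under the rule first set, the share among longer regions counted against the explanation by size. The reading of the test on distant neighbours was also settled after its value was seen.

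More autosomal regions were Cast early than B6 early. Leaving out any single autosome kept the share at 59.4% or more, and counting regions of the same early allele within 1 Mb once gave 60.5% (p = 0.000643, exact binomial test), which argues against any single autosome, or domains listed in several pieces, as the whole cause. Leaving out several autosomes together was not run. Among regions under 300 kb, 71.4% of 98 were Cast early, against 56.7% of 233 longer regions (p = 0.0135, two-sided Fisher's exact test). For the short regions, calls near the detection limit that favour the Cast allele are therefore a candidate explanation, which the list cannot separate from a real difference in size between the orientations. For regions of 300 kb or more this explanation and a real excess cannot be told apart, since the share of 56.7% was just past the threshold (p = 0.0491, exact binomial test) and the 54.0% of regions of 500 kb or more was not (95% Wilson interval 45.7 to 62.1%). The paper proposes that growth selection during cloning shaped orientation, and this was not tested here.

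An excess of parallel neighbours was detected among pairs at most 1 Mb apart and not beyond. It was largest at gaps of at most 200 kb (32 of 37 parallel), against 28 of 45 from over 200 kb to 1 Mb. The share of 52.6% among neighbours more than 1 Mb apart is consistent with single domains listed as several regions. Real coordination between nearby domains would give the same value, so it stays open and untested. For the closeness of regions, domains listed as several regions and domains that truly lie close cannot be told apart. The share of gaps of at most 1 Mb was 17.9% after regions within 200 kb were merged (p = 0.347, placement permutation test), but that step removes such gaps by construction.

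Mean GC content of the autosomal regions was 41.6%, against 41.9% after circular shifts (p = 0.204, permutation test). They held 6.33 starts of protein-coding genes per Mb, against 8.65 after shifts (p = 0.0007, two-sided permutation test), and 6.16 without single-window regions. In all, 1089 protein-coding genes overlapped them. Weighted by length, GC content was 41.0% (p = 0.0007, permutation test). The shifts covered whole chromosomes, because which windows could be tested is not known. No biological explanation was tested.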
